# SHP-2 and PD-1-SHP-2 signaling regulate myeloid cell differentiation and antitumor responses

**DOI:** 10.1038/s41590-022-01385-x

**Published:** 2022-12-29

**Authors:** Anthos Christofides, Xanthi-Lida Katopodi, Carol Cao, Dimitra Karagkouni, Konstantinos Aliazis, Sasitorn Yenyuwadee, Halil-Ibrahim Aksoylar, Rinku Pal, Mohamed A. A. Mahmoud, Laura Strauss, Natalia M. Tijaro-Ovalle, Louis Boon, John Asara, Ioannis S. Vlachos, Nikolaos Patsoukis, Vassiliki A. Boussiotis

**Keywords:** Immunology, Tumour immunology

## Abstract

The inhibitory receptor PD-1 suppresses T cell activation by recruiting the phosphatase SHP-2. However, mice with a T-cell-specific deletion of SHP-2 do not have improved antitumor immunity. Here we showed that mice with conditional targeting of SHP-2 in myeloid cells, but not in T cells, had diminished tumor growth. RNA sequencing (RNA-seq) followed by gene set enrichment analysis indicated the presence of polymorphonuclear myeloid-derived suppressor cells and tumor-associated macrophages (TAMs) with enriched gene expression profiles of enhanced differentiation, activation and expression of immunostimulatory molecules. In mice with conditional targeting of PD-1 in myeloid cells, which also displayed diminished tumor growth, TAMs had gene expression profiles enriched for myeloid differentiation, activation and leukocyte-mediated immunity displaying >50% overlap with enriched profiles of SHP-2-deficient TAMs. In bone marrow, GM-CSF induced the phosphorylation of PD-1 and recruitment of PD-1-SHP-2 to the GM-CSF receptor. Deletion of SHP-2 or PD-1 enhanced GM-CSF-mediated phosphorylation of the transcription factors HOXA10 and IRF8, which regulate myeloid differentiation and monocytic-moDC lineage commitment, respectively. Thus, SHP-2 and PD-1-SHP-2 signaling restrained myelocyte differentiation resulting in a myeloid landscape that suppressed antitumor immunity.

## Abstract (web summary)

Boussiotis and colleagues show that the tyrosine phosphatase SHP-2 regulates the differentiation and antitumor function of monocytes downstream of the inhibitory PD-1 receptor.

## Main

To escape immunosurveillance, cancer cells have developed mechanisms that mask their immunogenic features, such as expression of ligands for inhibitory receptors that directly inhibit T cell responses by engaging immune inhibitory receptors, such as PD-1 (ref. 1). Tumors alter myeloid cells, which constitute a considerable cellular fraction of the microenvironment, to suppress antitumor responses. However, tumor-infiltrating myeloid cells may also contain immunostimulatory subsets, such as tumor-associated macrophages (TAMs) that produce proinflammatory cytokines and type 1 classical dendritic cells. Conversely, immunosuppressive myeloid cells include protumorigenic TAMs^2^ and immature myeloid-derived suppressor cells (MDSCs)^3^.

The inhibitory receptor PD-1 blocks T cell activation through a process attributed to the recruitment of the phosphatase SHP-2 to its cytoplasmic tail^4^. Because of this, it was expected that deletion of SHP-2 would abrogate the inhibitory pathway activated downstream of PD-1 receptor. However, T cell-specific deletion of SHP-2 did not improve antitumor immunity and did not alter antitumor responses of these mice to PD-1 antibody treatment^5^ but instead had a detrimental effect on tumor progression^6^. PD-1 is also expressed in common myeloid progenitors (CMPs) and granulocyte/macrophage progenitors (GMPs), which accumulate during cancer-driven emergency myelopoiesis and give rise to immunosuppressive MDSC and TAMs^7^. In tumor-bearing mice with myeloid-specific deletion of PD-1, diminished accumulation of MDSCs was observed in the spleen and tumors, while the output of differentiated effector myeloid cells with monocytic lineage dominance was increased^7^. The molecular mechanisms behind these observations remain unclear.

Temporal activation of SHP-2 is critical for myeloid cell fate. Gain of function mutations in SHP-2 with constitutive phosphatase activation prevent myeloid differentiation and lead to the accumulation of immature myelocytes and development of leukemia^8^. The transcription factors HOXA, which regulate hematopoiesis, are SHP-2 targets^9^. *HOXA* genes are maximally expressed in committed myeloid progenitors and their dysregulation is associated with leukemia^10^. Tyrosine phosphorylation of the HOXA10 homeodomain during growth factor-induced myelopoiesis decreases its binding affinity for target gene promoters and abrogates HOXA10-induced transcriptional repression, which allows differentiation^11^. SHP-2 also regulates the phosphorylation of the transcription factor IRF8, which is essential for the development of monocytes and DCs from monocyte-DC progenitors (MDPs), while inhibiting neutrophil differentiation^12^. IRF8 phosphorylation at Tyr95 in the conserved IRF domain is mandatory for nuclear translocation and function. SHP-2 dephosphorylates IRF8 and prevents its nuclear localization^13^. Loss of functional IRF8 leads to the generation of MDSCs^14^.

Here we showed that in bone marrow myelocytes, GM-CSF induced PD-1 phosphorylation, interaction with SHP-2 and PD-1-SHP-2 recruitment to the GM-CSF receptor. Conditional ablation of either SHP-2 or PD-1 in myeloid cells resulted in augmented phosphorylation of HOXA10 and IRF8 in vitro and enhanced differentiation, activation, phagocytosis and inflammatory responses in myeloid cells of tumor-bearing mice, leading to diminished tumor growth.

## Results

### Myeloid-specific SHP-2 targeting suppresses tumor growth

To dissect the role of PD-1-SHP-2 in antitumor immune responses, we crossed *Shp2*^*f/f*^ mice with mice expressing Cre recombinase under the control of the lysozyme (LysM) promoter to induce selective depletion of *Ptpn11* in myeloid cells (*Shp2*^*f/f*^*LysM*^*Cre*^) or under the control of the distal Lck promoter to induce selective depletion of *Ptpn11* in mature T cells (*Shp2*^*f/f*^*Lck*^*Cre*^). We monitored tumor growth longitudinally for 2 weeks starting on day 7 post subcutaneous implantation of B16-F10 melanoma cells. *Shp2*^*f/f*^*LysM*^*Cre*^ mice had substantially reduced tumor growth compared to *Shp2*^*f/f*^ mice, while tumor growth in *Shp2*^*f/f*^*Lck*^*Cre*^ was similar to *Shp2*^*f/f*^ mice (Fig. 1a). Based on the expression of CD44, CD8^+^ T cells in tumor-draining lymph nodes (dLN) of *Shp2*^*f/f*^*LysM*^*Cre*^ mice had a more activated state compared to their counterparts in *Shp2*^*f/f*^*Lck*^*Cre*^ and control *Shp2*^*f/f*^ mice (Fig. 1b,c; gating strategy, Supplementary Fig. 1). CD44^hi^CD62L^lo^ T effector cells (hereafter T_EF_ cells) and CD44^+^CD62L^hi^ central memory T-like cells (T_CM_-like cells) from tumor-bearing *Shp2*^*f/f*^*LysM*^*Cre*^ mice had increased expression of IFN-γ (Fig. 1d), indicating a state of activation and effector function. In contrast, based on the expression of CD44 and IFN-γ, no difference was observed in the activation of dLN CD8^+^ T cells from *Shp2*^*f/f*^*Lck*^*Cre*^ mice compared to *Shp2*^*f/f*^ tumor-bearing mice (Fig. 1b–d).

**Fig. 1:**
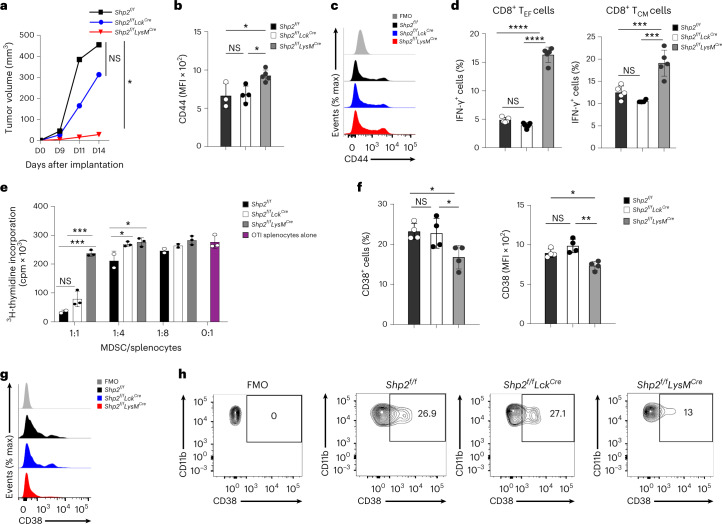
Myeloid-specific SHP-2 deletion diminished tumor progression and suppressive function of MDSC. **a**, Tumor volume in *Shp2*^*f/f*^, *Shp2*^*f/f*^*Lck*^*Cre*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice inoculated with B16-F10 melanoma cells (1 × 10^5^ cells per mouse) and monitored longitudinally on each day of assessment. Data shown are means of *n* = 6 mice per group and are from one of three independent experiments with reproducible results. **b**–**c**, Quantification (**b**) and representative flow cytometry (**c**) of expression of CD44 in CD8^+^ T cells isolated from dLNs of mice as in **a**. **d**, Expression of IFN-γ assessed in CD8^+^ T_EM_ and T_CM_ cells from dLN in mice as in **a**. Mean fluorescence intensity (MFI) ± s.d. results are shown. Results are representative of four independent experiments with *n* = 8 mice per group. **e**, Thymidine incorporation in OTI splenocytes (2 × 10^5^ cells per well) stimulated with OVA_257–264_ after the addition of graded numbers of GR1^+^ MDSCs cells isolated from the spleens of tumor-bearing *Shp2*^*f/f*^*, Shp2*^*f/f*^*Lck*^*Cre*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice. Mean ± s.d. of cpm values are shown. Results are representative of three separate experiments using *n* = 9 mice per group and four technical replicates per condition. **f**,**g**, Representative flow cytometry histograms (**g**) and contour plots (**h**) of CD38 expression on splenic MDSC from *Shp2*^*f/f*^*, Shp2*^*f/f*^*Lck*^*Cre*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice. Mean percentage ± s.d., MFI ± s.d.% positive cells results are representative of two independent experiments with *n* = 4 and *n* = 6 mice per group and reproducible results. *P = 0.0023–0.0465, ***P = 0.0001–0.0007, ****P < 0.0001, ANOVA. Source data

MDSCs isolated on day 14–16 post-implantation from *Shp2*^*f/f*^*LysM*^*Cre*^ mice bearing B16-F10 tumors had substantially diminished immunosuppressive capacity compared to *Shp2*^*f/f*^*Lck*^*Cre*^ and *Shp2*^*f/f*^ MDSCs (Fig. 1e), and lower expression of CD38 (Fig. 1f–h), an indicator of immunosuppressive MDSC^15^. PD-1 is expressed in myeloid progenitors and immature myeloid cells in tumor-bearing mice and its ablation switch the fate of myeloid cells toward inflammatory monocytes and DC^7^. To examine whether PD-1-SHP-2 signaling operated in myeloid cells, tumor-bearing mice were treated with PD-1 antibody on days 9, 11 and 13 after tumor inoculation. *Shp2*^*f/f*^ mice displayed a considerable reduction of tumor growth compared to mice receiving control IgG2a (Fig. 2a). In contrast, *Shp2*^*f/f*^*LysM*^*Cre*^ mice, which had diminished tumor growth compared to *Shp2*^*f/f*^ mice, did not substantially benefit from treatment with PD-1 antibody compared to IgG2a (Fig. 2b,c). In addition, the numbers and expression of CD38^+^ MDSC were diminished by PD-1 antibody compared to IgG2a treatment in tumor-bearing *Shp2*^*f/f*^ mice, but not in *Shp2*^*f/f*^*LysM*^*Cre*^ mice (Fig. 2d–f). *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice also exhibited enhanced T cell activation (Fig. 2g,h) and recruitment of CD4^+^ and CD8^+^ T_EF_ cells in dLN (Fig. 2i,j). Treatment with PD-1 antibody increased the activation of CD8^+^ T cells (Fig. 2g,h) and the numbers of CD4^+^ and CD8^+^ T_EF_ cells in *Shp2*^*f/f*^, but not in *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice (Fig. 2i,j), which had more T_EF_ cells in dLN in both IgG2a and PD-1 Ab treatment groups (Fig. 2i). As such, myeloid-specific SHP-2 deletion induced potent antitumor immunity, which was only marginally improved by PD-1 blocking immunotherapy.

**Fig. 2:**
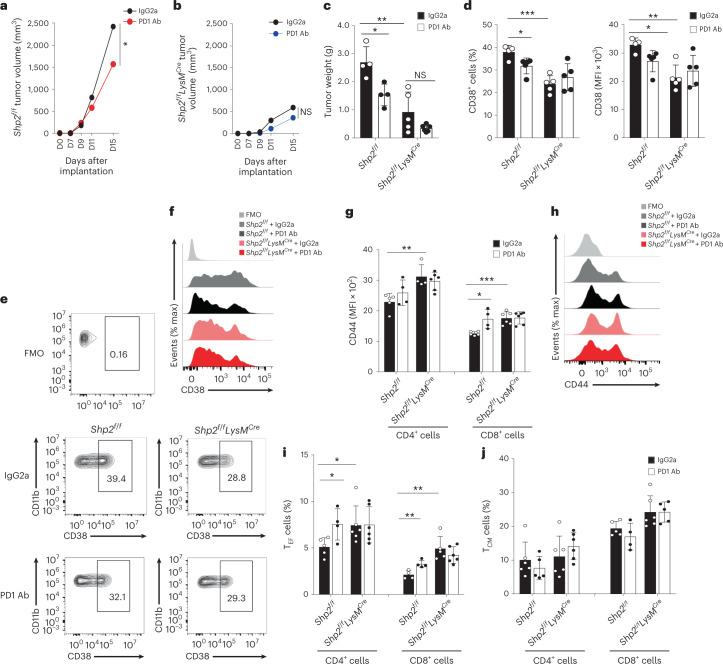
PD-1 blockade induced antitumor responses in *Shp2*^*f/f*^ mice but not in *Shp2*^*f/f*^*LysM*^*Cre*^ mice. **a**–**c**, Tumor size in *Shp2*^*f/f*^ (**a**) and *Shp2*^*f/f*^*LysM*^*Cre*^ mice (**b**) inoculated with B16-F10 melanoma (3 × 10^5^ cells per mouse) and treated with PD-1 blocking antibody or IgG2a control on days 9, 11 and 13 after tumor inoculation and measured starting on day 7 (**a**, **b**) or day 15 (**c**). Results show means + s.d. are representative of three experiments *n* = 4 mice per group and two experiments with *n* = 5 mice per group. **d**–**f**, Quantification (**d**) and representative flow cytometry (**e**, **f**) of CD38 expression in spleen PMN-MDSC isolated from mice as in **a**. **g**,**h**, Quantification (**g**) and representative histograms (**h**) of CD44 expression in CD4^+^ and CD8^+^ T cells of dLN. **i**,**j**, Frequency of CD4^+^ and CD8^+^ T_EF_ cells (**i**) and CD4^+^ and CD8^+^ T_CM_-like cells (**j**) in dLN on *Shp2*^*f/f*^ versus *Shp2*^*f/f*^*LysM*^*Cre*^ mice treated with IgG2a or PD-1 Ab mean percentage ± s.d. are shown. Results are from one of three separate experiments with five mice per group. *P = 0.017–0.028, **P = 0.0047–0.0075, ***P = 0.0006, unpaired two-sided *t* test.

### Myeloid-specific SHP-2 deficiency alters the lineage fate of MDSCs

To study the effects of SHP-2 ablation in myeloid cells in more detail, we used an MC17-51 fibrosarcoma mice tumor model, which induces robust cancer-mediated emergency myelopoiesis, leading to considerable output of bone marrow-derived MDSCs and TAMs^16^. On week 2 post subcutaneous tumor inoculation, tumor growth in *Shp2*^*f/f*^*LysM*^*Cre*^ mice, but not in *Shp2*^*f/f*^*Lck*^*Cre*^ mice (Fig. 3a,b and Extended Data Fig. 1a,b), was substantially diminished compared to *Shp2*^*f/f*^ mice. MDSCs in the mice consist of two major subsets, CD11b^+^Ly6C^hi^Ly6G^−^ monocytic (M-MDSC) and CD11b^+^Ly6C^lo^Ly6G^+^ polymorphonuclear (PMN-MDSC) cells, which have similar morphology and phenotype to normal monocytes and neutrophils, respectively, but distinct functions^3^. We did not observe quantitative differences in tumor-infiltrating myeloid cells (Fig. 3c), but *Shp2*^*f/f*^*LysM*^*Cre*^ mice had an increased fraction of M-MDSC in tumors (Fig. 3d,e; gating strategy, Supplementary Fig. 2) and an increased ratio of M-MDSC/PMN-MDSC (Fig. 3f) compared to control *Shp2*^*f/f*^ tumor-bearing mice. A similar increase of M-MDSC tumor-infiltrating myeloid cells was observed in B16-F10 tumor-bearing *Shp2*^*f/f*^*LysM*^*Cre*^ mice, which also developed smaller tumors (Extended Data Fig. 1c–g) compared to *Shp2*^*f/f*^ tumor-bearing mice. There was an increase in number of CD4^+^ and CD8^+^ T_EF_ cells (Fig. 3g,h) and an increase in the fraction activated CD44^+^CD8^+^ T cells (Fig. 3i,j) in dLN, a systemic increase of CD4^+^ and CD8^+^ T_EF_ and T_CM_-like cells (Fig. 3k,l) and enhanced T cell activation (Fig. 3m,n) in the spleen of *Shp2*^*f/f*^*LysM*^*Cre*^ compared to *Shp2*^*f/f*^ MC17-51 tumor-bearing mice. No differences were noted in the expression of checkpoint receptors including PD-1, PD-L1, CTLA-4, TIGIT or ICOS in CD4^+^ and CD8^+^ T cells between tumor-bearing *Shp2*^*f/f*^ *and Shp2*^*f/f*^*LysM*^*Cre*^ (Supplementary Fig. 3) or in the numbers and activation of T_reg_ cell in dLNs (Supplementary Fig. 4a,b). Thus, myeloid-specific SHP-2 ablation led to increased tumor infiltration by Ly6C^hi^ monocytes and concomitant recruitment and activation of T_EF_ and T_CM_ cells.

**Fig. 3:**
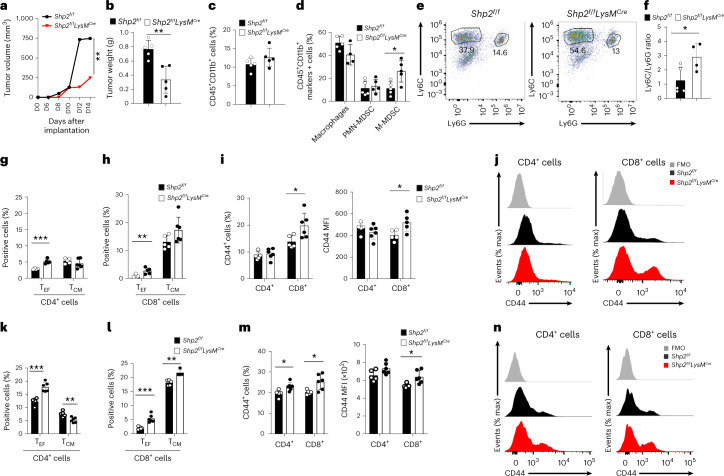
Myeloid-specific SHP-2 deletion alters the MDSC. **a**,**b**, In *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice, tumor volume was monitored for 14 days (**a**) and tumor weight was assessed or on day 14 (**b**) post inoculation with MC17-51 cells. **c**–**e**, Percentage of CD45^+^CD11b^+^ cells (**c**), macrophages, CD11b^+^Ly6C^hi^Ly6G^−^ monocytic MDSCs (M-MDSCs) and CD11b^+^Ly6C^lo^Ly6G^+^ PMN-MDSCs (**d**), and representative pseudocolor plots (**e**) in tumors from mice as in **a**. **f**, The ratio of M-MDSC/PMN-MDSC in the tumors of *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice as in **a**. **g**–**n**, Frequency of CD4^+^ T_EF_ cells (**g**, **k**) and CD8^+^ T_EF_ cells (**h**, **l**) and representative flow cytometry (**j**, **n**) and quantification (**i**, **m**) of CD44 expression in CD4^+^ and CD8^+^ T_EF_ cells in dLN (**g**–**j**), and the spleen (**k**–**n**) of tumor-bearing mice as in **a**. Mean percentage ± s.d. are shown. Results are representative of three separate experiments with four mice per group and two experiments with seven mice per group. *P = 0.0166–0.0293, **P = 0.0019-0.0085, ***P = 0.0003-0.00085, unpaired two-sided *t* test.

### SHP-2 deficiency induces MDSC differentiation and activation

At day 15 post MC17-51 tumor injection, PMN-MDSC from *Shp2*^*f/f*^*LysM*^*Cre*^ mice had diminished immunosuppressive function (Fig. 4a) and lower expression of CD38 (Fig. 4b,c). M-MDSC from *Shp2*^*f/f*^*LysM*^*Cre*^ mice also had substantially lower immunosuppressive capacity (Supplementary Fig. 4c) compared to the respective MDSCs from *Shp2*^*f/f*^ mice. M-MDSC in tumors from *Shp2*^*f/f*^*LysM*^*Cre*^ mice had higher expression of MHC II, CD86 and IFN-γ than their counterparts in *Shp2*^*f/f*^ mice (Fig. 4d–g), consistent with an activated and proinflammatory phenotype with improved antigen presentation and costimulation capacity in M-MDSC. Tumor PMN-MDSC in *Shp2*^*f/f*^*LysM*^*Cre*^ mice had higher expression of IFN-γ than their counterparts in *Shp2*^*f/f*^ mice (Fig. 4f,g), indicating that, in the context of cancer, deletion of SHP-2 switched the differentiation of myeloid cells toward proinflammatory neutrophils, and monocytes with enhanced antigen presentation and T cell costimulation capacity.

**Fig. 4:**
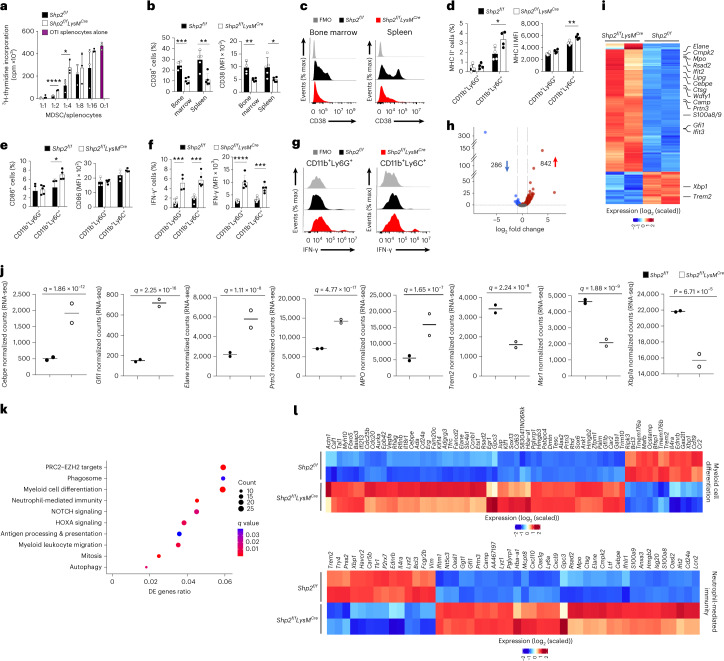
SHP-2 deletion promotes myeloid cell differentiation to mature leukocytes with enhanced neutrophil-mediated immunity. **a**, ^3^H-thymidine incorporation (cpm) in OTI splenocytes stimulated with OVA_257–264_ cocultured with PMN-MDSC isolated from *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice at day 15 post inoculation of MC17-51 tumor cells. Mean ± s.d. of cpm values is shown. ****P < 0.0001 cpm counts obtained by addition of *Shp2*^*f/f*^ versus *Shp2*^*f/f*^*LysM*^*Cre*^ PMN-MDSC, unpaired *t* test. Results are representative of three separate experiments using 8–10 mice per group, and three technical replicates per condition. **b**,**c**, Quantification (**b**) and representative histograms (**c**) of CD38 expression in PMN-MDSC from spleen and BM in mice as in **a**. Mean percentage ± s.d. **d**–**g**, Quantification of MHC II (**d**) and CD86 (**e**) expression in tumor-infiltrating CD11b^+^Ly6C^lo^Ly6G^+^ and CD11b^+^Ly6C^hi^Ly6G^−^ cells and quantification (**f**) and representative histograms (**g**) of IFN-γ expression in tumor-infiltrating CD11b^+^Ly6C^lo^Ly6G^+^ and CD11b^+^Ly6C^hi^Ly6G^−^ cells in mice as in **a**. Results are from one of three independent experiments with *n* = 5 mice per group. **h**,**i**, Volcano plot of differentially expressed (DE) genes (**h**) and heat map (**i**) of top 600 DE genes in PMN-MDSC cells isolated from spleens of *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice and analyzed by bulk RNA-seq (*q* < 0.05 for all DEGs, log_2_(FC) > 0 and log_2_(FC) < 0 for upregulated and downregulated genes, respectively). **j**, Expression of the indicated genes in PMN-MDSC from *Shp2*^*f/f*^ and *Shp2*^*fl/fl*^*LysM*^*Cre*^ tumor-bearing mice (data from RNA-seq dataset). **k**, Bubble plot of substantially enriched pathways (*q* < 0.1) in cells from *Shp2*^*fl/fl*^*LysM*^*Cre*^ mice sorted by GeneRatio. **l**, Heat maps of differentially expressed genes involved in myeloid cell differentiation and neutrophil-mediated immunity (*q* < 0.05). *P = 0.026, ***P = 0.0034–0.004, ****P < 0.0001, unpaired *t* test.

Upon tumor entry, M-MDSC converts into TAMs that promote tumor progression^3^. To determine the molecular features of the myeloid compartment in tumor-bearing mice, we isolated PMN-MDSC from spleens and TAMs from tumors of *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice on day 15 post MC17-51 tumor implantation and analyzed their gene expression profile by RNA sequencing (RNA-seq). Gene expression analysis showed that among the 17,746 expressed genes, a total of 1,240 genes (842 upregulated and 286 downregulated) were differentially expressed between *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ MDSC (Fig. 4h,i and Supplementary Table 1). Genes involved in leukocyte differentiation and function^17^ were among the top differentially expressed in *Shp2*^*f/f*^*LysM*^*Cre*^ MDSCs compared to *Shp2*^*f/f*^ MDSC (Fig. 4i). These included multilineage hematopoietic progenitor genes such as *Klf1*, *Gata2* and *Egr1* and the neutrophil transcription factors *Cebpe* and *Gfi1* (Fig. 4i,j and Supplementary Table 1), consistent with the GMP origin of PMN-MDSC^3^. A number of granule genes typically expressed by mature neutrophils, in particular, the primary granule proteases neutrophil elastase (*Elane*), proteinase 3 (*Prtn3*), cathepsin G (*Ctsg*) and myeloperoxidase (*Mpo*)^17^ (Fig. 4i,j), and genes expressed in mature, fully differentiated granulocytes, such as *S100a8* and *Camp*^17^ (Fig. 4i and Supplementary Table 1) were highly expressed in PMN-MDSC from tumor-bearing *Shp2*^*f/f*^*LysM*^*Cre*^ compared to *Shp2*^*f/f*^ mice.

Over-representation and gene set enrichment analysis (GSEA) indicated that relative to those isolated from *Shp2*^*f/f*^ tumor-bearing mice, gene expression profiles of myeloid cells from *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice were enriched for processes involved in the regulation of PRC2-EZH2 targets, phagosome formation, myeloid cell differentiation, neutrophil-mediated immunity, Notch signaling and HOXA targets, and were dominated by functions of antigen processing and presentation, myeloid cell migration, mitosis and autophagy (Fig. 4k,l and Extended Data Fig. 2a). Consistent with these, transcripts of the IFN I-inducible genes *Rsad2*, *Ifit2* and *Cmpk2*, which is required for NLRP3 inflammasome activation downstream of IFNR1 signaling^18^, were substantially elevated (Fig. 4i and Supplementary Table 1), while the expression of *Trem2*, a myeloid receptor that transmits intracellular signals promoting immunosuppression function in myeloid cells^19^, was substantially decreased (Fig. 4i,j and Supplementary Table 1) in *Shp2*^*f/f*^*LysM*^*Cre*^ MDSC compared to *Shp2*^f/f^ MDSC. *Shp2*^*f/f*^*LysM*^*Cre*^ MDSCs also exhibited lower expression of *Msr1*, which promotes neutrophil netosis, a protumorigenic process, and *Xbp1*, a classical marker of the unfolded protein response, which polarizes tumor-infiltrating myeloid cells to highly immunosuppressive MDSC^20^ (Fig. 4i,j and Supplementary Table 1). Thus, myeloid cells in tumor-bearing *Shp2*^*f/f*^*LysM*^*Cre*^ mice were skewed away from immunosuppressive MDSC and displayed features of differentiated neutrophils and properties of neutrophil-mediated immunity.

### SHP-2 deficiency reshapes the intratumoral macrophage infiltrate

Next, we examined the transcriptional properties of TAMs isolated from tumors of *Shp2*^*f/f*^*LysM*^*Cre*^ and *Shp2*^*f/f*^ mice at day 15 post-tumor implantation. Differential gene expression analysis showed that among 16,749 expressed genes, a total of 7,307 genes (3,650 upregulated and 3,657 downregulated) were differentially expressed between TAMs from *Shp2*^*f/f*^*LysM*^*Cre*^ and *Shp2*^*f/f*^ tumor-bearing mice (Fig. 5a,b, Supplementary Table 2, Extended Data Fig. 2b and Supplementary Fig. 5). TAMs from *Shp2*^f/f^*LysM*^Cre^ mice had enhanced expression of genes with important roles in monocyte, macrophage or DC differentiation and function, such as the transcription factors *Irf8, Klf4 and Zeb2* (Fig. 5b,c and Supplementary Table 2), monocyte signature genes (*Cfp, Ly86* and *Csf1R*; Supplementary Table 2) and DC specification genes, such as the transcription factor *Baft3* (Fig. 5b,c and Supplementary Table 2), which together with *Irf8* is required for DC differentiation^21^, and the immunostimulatory molecules *CD86* and *CD83* and *Csf1, Siglec1, Clec10* and *Slamf7* (Fig. 5b and Supplementary Table 2), which have been associated with moDC differentiation^22,23^. Although our experimental system was not geared to investigate DC differentiation, these findings indicated that TAMs in *Shp2*^*fl/fl*^*LysM*^*Cre*^ mice had enhanced gene expression programs identifying monocytes differentiated from MDPs, which can give rise to Ly6C^+^ classical and moDC-producing monocytes and DC^24^. We noted increased expression of *Nos2* (Fig. 5b), which characterizes inflammatory macrophages differentiated from Ly6C^hi^ monocytes^25^; *STING* (encoded by *Tmem173*) (Supplementary Table 2), a pattern recognition receptor that transmits signals activating IFN type I responses^26^; IFN type I-induced proinflammatory genes *Ifit2, Ifit3 and Cmpk2* (Fig. 5b); and *TLRs* and TLR downstream signaling mediators such as *Unc93b1* and *Wdfy1* (Fig. 5b,c and Supplementary Table 2) in TAMs of *Shp2*^*fl/fl*^*LysM*^*Cre*^ tumor-bearing mice, indicating an enhanced proinflammatory program. Conversely, compared to TAMs isolated from *Shp2*^*fl/fl*^ mice, TAMs of *Shp2*^*fl/fl*^*LysM*^*Cre*^ had diminished expression of inhibitory genes such as *Havcr2* (encoding for Tim3), *Prdm1, Trem2* and *Wnt* (Fig. 5b,c), all of which have detrimental immunosuppressive roles in myelocyte-mediated antitumor function^19,27,28^.

**Fig. 5:**
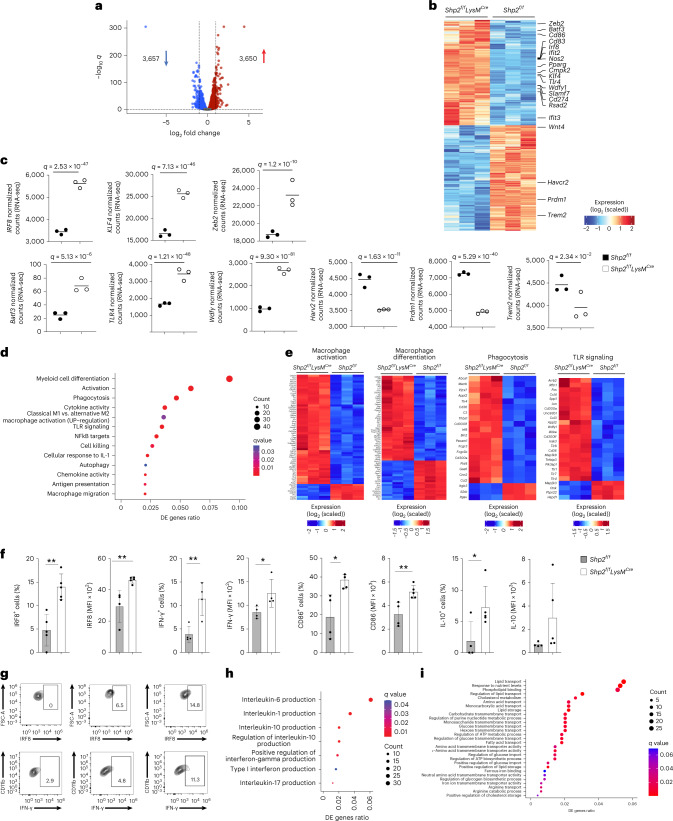
SHP-2 deletion increases monocyte and DC specification gene transcripts and imprints an effector differentiation program in TAMs. **a**,**b**, Volcano plot of DE genes (**a**) and heat map (**b**) of the top 6,500 DE genes in TAMs isolated from MC17-51 tumor-bearing *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice and analyzed by RNA-seq. log_2_(FC) > 0 and log_2_(FC) < 0 for upregulated and downregulated genes, *q* < 0.05 for all DEGs, respectively). **c**, Expression of the indicated genes by TAMs from *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice (data from RNA-seq dataset). **d**, Bubble plot of substantially enriched pathways (*q* < 0.1) in TAMs of *Shp2*^*f/f*^*LysM*^*Cre*^ mice sorted by GeneRatio. **e**, Heat maps of differentially expressed genes related to macrophage differentiation, macrophage activation, phagocytosis and TLR signaling in TAMs from *Shp2*^*f/*f^ and *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice (*q* < 0.05). **f**,**g**, Quantification of IRF8, IFN-γ, CD86 and IL-10 expression (**f**) and representative flow cytometry of IRF8 and IFN-γ expression (**g**) in TAMs of tumor-bearing *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice. Results are representative of four independent experiments with four to six mice per group. **h**,**i**, Bubble plot of cytokine pathways (**h**) and metabolism pathways (**i**) substantially enriched in TAMs (*q* < 0.1) from *Shp2*^*f/f*^*LysM*^*Cre*^ mice sorted by GeneRatio.

Pathway enrichment analysis and GSEA showed that TAMs from *Shp2*^*fl/fl*^*LysM*^*Cre*^ mice were enriched for genes of macrophage differentiation and activation, phagocytosis, TLR and NF-kB signaling, cytokine and chemokine activity, IL-1 response, cell killing, antigen-presenting function and autophagy (Fig. 5d,e and Extended Data Fig. 2b), which are associated with antitumor properties of TAMs^29^. The differentially expressed cytokine production pathways included enhanced production of IL-10, IL-17, type I IFN and IFN-γ (Fig. 5f,g), proinflammatory IL-6, IL-1α, IL-1β and IL-18 (Fig. 5h and Supplementary Fig. 2b). Several chemokines—including *Pf4* (*CXCL4*), which acts as a chemoattractant for neutrophils and monocytes and enhances T memory cell responses and *CXL2* and *CXL3*, which collectively promote monocyte, DC, NK and T cell recruitment and macrophage activation, thereby mediating a proinflammatory immune response—were upregulated in *Shp2*^*f/f*^*LysM*^*Cre*^ TAMs compared to *Shp2*^*fl/fl*^ TAMs (Extended Data Fig. 2b and Supplementary Table 2). TAMs from *Shp2*^*f/f*^*LysM*^*Cre*^ mice had an enhanced signature of multiple metabolic pathways, including lipid, carbohydrate and amino acid transport, cholesterol metabolism and energy metabolism (Fig. 5i). Enhanced metabolic activity, characterized by glucose and glutamine metabolism, increased levels of amino acids and anabolic lipid metabolism were also observed in phagocytes generated from the bone marrow of *Shp2*^*f/f*^*LysM*^*Cre*^ and *Shp2*^*f/f*^ mice by culture with GM-CSF (Extended Data Fig. 3). Consistent with these findings, GSEA using Gene Ontology Biological Processes Pathways gene sets showed that TAMs from *Shp2*^*f/f*^*LysM*^*Cre*^ mice were characterized by highly expressed signatures of leukocyte activation, chemotaxis, migration, cytokine production and inflammatory response (Extended Data Fig. 4a).

To examine whether the properties of myeloid cells from *Shp2*^*f/f*^*LysM*^*Cre*^ mice had a direct role in the improved antitumor responses, we examined antitumor responses after T cell depletion in *Shp2*^*f/*f^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice. T cell depletion increased tumor growth in *Shp2*^*f/f*^ mice but only marginally increased tumor growth in *Shp2*^*f/f*^*LysM*^*Cre*^ mice, indicating that non-T cell types had a more prominent role in mediating antitumor responses in *Shp2*^*f/f*^*LysM*^*Cre*^ mice (Extended Data Fig. 4b,c). These results indicated that myeloid cells from *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice developed a program of enhanced proinflammatory differentiation and features consistent with enhanced antigen processing and presentation leading to T cell activation but also had an ability to mediate T cell-independent antitumor function.

### SHP-2 ablation induces lasting antitumor properties in monocytes

Next, we investigated whether the neutrophils and monocytes in tumor-bearing *Shp2*^*f/f*^*LysM*^*Cre*^ mice mediated lasting antitumor protection indicative of trained immunity. At day 9 post MC17-51 tumor injection, a time at which tumors had similar size in *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice, we collected CD45^+^CD11b^+^Ly6C^hi^Ly6G^−^ monocytes and CD45^+^CD11b^+^Ly6C^lo^Ly6G^+^ neutrophils from the bone marrow of tumor-bearing *Shp2*^*f/f*^*LysM*^*Cre*^ mice, mixed them with an equal number of MC17-51 tumor cells and injected them subcutaneously into naïve wild-type (WT) mice^30^. There was no difference in tumor growth in WT mice that received neutrophils from *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice compared to mice that were injected with MC17-51 tumors alone, whereas WT mice that received monocytes from *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice had substantially reduced tumor growth compared to those that were injected with MC17-51 tumors alone (Fig. 6a,b). These findings indicated that bone marrow CD45^+^CD11b^+^Ly6C^hi^Ly6G^−^ monocytes in *Shp2*^*f/f*^*LysM*^*Cre*^ mice had an antitumor function that could be transferred to new hosts.

**Fig. 6:**
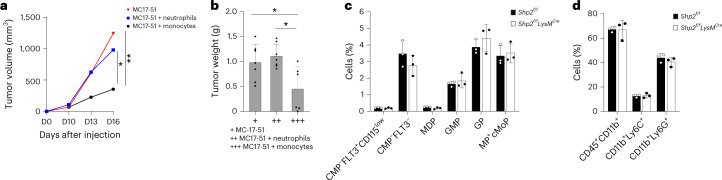
SHP-2 ablation induces lasting antitumor properties in monocytes. **a**, Tumor size in naïve WT mice subcutaneously injected with MC17-51 tumor cells with or without injection with CD45^+^CD11b^+^Ly6C^hi^Ly6G^−^ monocytes or CD45^+^CD11b^+^Ly6C^−^Ly6G^+^ neutrophils isolated from the bone marrow of *Shp2*^*f/f*^*LysM*^*Cre*^ mice on day 9 post inoculation of MC17-51 tumors. **b**, Tumor weight on day 15 in mice as in **a**. Results show mean + s.d. Results are from one of two experiments with *n* = 10 mice per group. *P = 0.0104–0.0387, **P = 0.0033, ANOVA. **c**,**d**, The indicated subsets of Lin- myeloid progenitors (**c**) and mature CD45^+^CD11b^+^ myeloid cells and the subsets of CD45^+^CD11b^+^Ly6C^hi^Ly6G^−^ monocytes (CD11b^+^Ly6C^+^) and CD45^+^CD11b^+^Ly6C^−^Ly6G^+^ neutrophils (CD11b^+^Ly6C^+^) were assessed in the bone marrow of *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice on day 9 before collection of monocytes or neutrophils from *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice for transfer into the new hosts. Results are from one of three separate experiments with *n* = 5 mice per group.

Development of trained immunity in other models has been associated with an expansion of distinct types of hematopoietic progenitors or mature myeloid cell subsets^31^. Quantification of distinct subsets of myeloid progenitors and mature myeloid cells in the bone marrow of tumor-bearing *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice at day 9 post implantation of MC17-51 tumors, before isolation of monocytes and neutrophils for adoptive transfer, showed similar number of Lin^−^ myeloid progenitors including Flt3^+^CD115^lo^ CMP, FLT3^−^CMP, MDP, GMP, GP, MP+cMoP or mature differentiated Lin^+^ myeloid cells, including total CD45^+^CD11b^+^ myeloid cells, CD11b^+^Ly6C^hi^Ly6G^−^ monocytes and CD11b^+^Ly6C^lo^Ly6G^+^ granulocytes at this timepoint (Fig. 6c,d and Extended Data Fig. 5). These observations indicated that bone marrow monocytes in *Shp2*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice were imprinted with antitumor properties, while the number of bone marrow myeloid progenitors were not altered.

### SHP-2 and PD-1-SHP-2 signaling impede phosphorylation of HOXA10 and IRF8

Next, we examined whether phosphorylation of the SHP-2 targets HOXA10 and IRF8 was altered in SHP-2 deficient bone marrow myeloid cells. Flow cytometric analysis of bone marrow Lin^−^ myeloid progenitor cells cultured with GM-CSF+IL-3 for 3 days indicated that the percentage of Lin^−^ myeloid progenitors had decreased while that of Lin^+^ cells had increased (Extended Data Fig. 6a), and ≥ 95% of the Lin^+^ cells were CD45^+^CD11b^+^ myelocytes (Extended Data Fig. 6b), indicating differentiation of myeloid progenitors. In cell lysates from *Shp2*^*f/f*^*LysM*^*Cre*^ and *Shp2*^*f/f*^ bone marrow cultured for 48 h with GM-CSF+IL-3, HOXA10 or IRF8 immunoprecipitation followed by immunoblot with a phosphotyrosine antibody showed enhanced HOXA10 or IRF8 phosphorylation in myelocytes from *Shp2*^*f/f*^*LysM*^*Cre*^ myelocytes compared to *Shp2*^*f/f*^ (Fig. 7a,b). When cultured with GM-CSF with or without IL-3, myeloid progenitors and their progeny express PD-1 and PD-L1 (Extended Data Fig. 6c,d)^7^. PD-1 immunoprecipitation followed by SHP-2 immunoblot detected a robust PD-1-SHP-2 interaction in GM-CSF+IL-3-cultured myelocytes from *Shp2*^*f/f*^ but not *Shp2*^*f/f*^*LysM*^*Cre*^ mice (Fig. 7a,b).

**Fig. 7:**
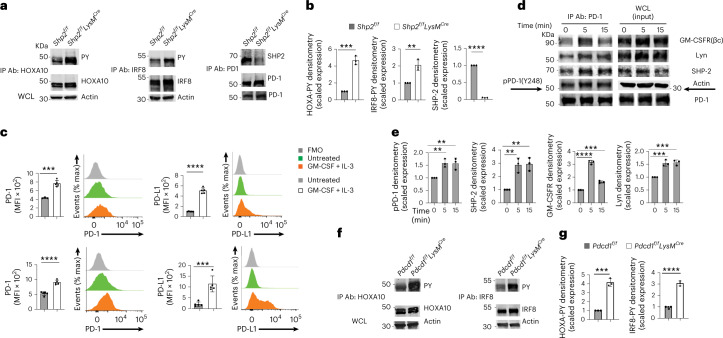
Ablation of SHP-2 or PD-1 enhances GMC-SF-mediated phosphorylation of HOXA1- and IRF8. **a**, Immunoprecipitation with agarose-conjugated antibodies specific for HOXA10, IRF8 or PD-1 followed by SDS-PAGE and immunoblot with antibodies specific for pY or HOXA10, IRF8 or PD-1, respectively, in cell lysates from *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ bone marrow cells cultured for 48 h with GM-CSF (10 ng ml^−1^) and IL-3 (5 ng ml^−1^). Expression of actin in whole-cell lysates was examined as input. **b**, Abundance of phosphorylated HOXA10, IRF8 or PD-1 normalized to immunoprecipitated HOXA10, IRF8 or PD-1 and expressed as fold change over the value obtained in *Shp2*^*f/f*^ cells, defined as one. Results are representative of three experiments. **c**, Expression of PD-1 and PD-L1 in Lin^−^ (top) and Lin^+^ (bottom) cells following 48 h of the bone marrow from C57BL/6 WT mice as in **a**. MFI ± s.d. and representative histograms are shown. Results are from one of five experiments with four to six mice per group. **d**, Immunoprecipitation with agarose-conjugated PD-1 antibody followed by SDS-PAGE and immunoblot with the indicated antibodies in cell lysates from C57BL/6 WT bone marrow cells cultured as in **a**, rested for 3 h and then either left untreated or stimulated with GM-CSF (40 ng ml^−1^) for the indicated time points. **e**, The abundance of PD-1 phosphorylated at Y248 (pPD-1), SHP-2, GM-CSFR(βc) and Lyn coprecipitated with PD-1 from the cell lysates was normalized to immunoprecipitated PD-1 and was expressed as fold change over the value obtained in nonstimulated cells at the zero timepoint (defined as one). Expression of indicated proteins in whole-cell lysates was also examined. Results from one of two experiments are shown. **f**, Immunoprecipitation with agarose-conjugated HOXA10-specific antibody or agarose-conjugated IRF8-specific antibodies followed by SDS-PAGE and immunoblot with antibodies specific for pY followed by immunoblot with HOXA10 or Irf8 in bone marrow cells from *Pdcd1*^*f/f*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ mice cultured as in **a**. Expression of actin in whole-cell lysates was examined as input. **g**, Quantification of phosphorylated HOXA10 and IRF8 was assessed as in **b**. Results from one of two experiments are shown (**f**,**g**). **P = 0.0025–0.0084, ***P = 0.0004–0.0084, ****P < 0.0001, *t*-test. Source data

Erk and mTOR are targets of PD-1 in T cells^32^, and the GM-CSF-mediated activation of Erk and mTOR was reported to be enhanced in PD-1-deficient CMPs and GMPs during culture^7^. During culture of primary bone marrow, PD-1 and PD-L1 were expressed at low levels in both Lin^−^ and Lin^+^ cells before treatment with GM-CSF+IL-3 and were upregulated after treatment (Fig. 7e and Extended Data Fig. 6c,d). In T cells, SHP-2 is recruited to the cytoplasmic tail of PD-1 after tyrosine phosphorylation by TCR-mediated activation of Src kinases Fyn and Lck^33,34^. In the myeloid lineage, the βc subunit of the GM-CSF receptor (GM-CSFR) represents a major signaling subunit and is tyrosine phosphorylated in response to cytokine stimulation^35^. The Src kinase Lyn can directly associate with GM-CSFR βc subunit. Immunoprecipitation with PD-1 antibody followed by immunoblot with phospho-specific PD-1 antibody, which recognizes pY248, a site within the conserved ITSM motif of PD-1 cytoplasmic tail known to be phosphorylated by Src family kinases leading to PD-1 interaction with SHP-2 in T cells^33,34^, showed that GM-CSF induced pY248 and PD-1 interaction with SHP-2 (Fig. 7d,e). Sequential immunoblot with GM-CSFRβc-specific and Lyn-specific antibodies showed that both proteins were detected in PD-1 immunoprecipitates (Fig. 7d,e). Thus, GM-CSF-mediated signaling in myeloid cells induced the recruitment of PD-1 and SHP-2 phosphatase to GM-CSFRβc, a major signaling receptor involved in myelocyte activation, proliferation and differentiation.

Phosphorylation of HOXA10 and IRF8 was increased in whole bone marrow cells from *Pdcd1*^*f/f*^*LysM*^*Cre*^ mice, in which the *Pdcd1* gene (encoding PD-1) is deleted selectively in the myeloid compartment, cultured with GM-CSF+IL-3 for 48 h (Fig. 7f,g) or in WT bone marrow cells cultured with GM-CSF+IL-3 for 48 h in the presence of a PD-L1 blocking antibody, but not in the presence of an isotype-matched control antibody (Extended Data Fig. 7). These results indicated that PD-1-SHP-2 signaling suppressed HOXA10 and IRF8 phosphorylation, which have important roles in myeloid differentiation and lineage fate commitment^9,13^.

### PD-1 ablation alters the properties of monocytes and TAMs

SHP-2 has multiple interactors but is the only direct interacting partner for PD-1 identified to date^36^. Next, we examined whether the myeloid-specific PD-1 deletion induced the generation of monocytes with antitumor properties and molecular signatures similar to SHP-2 deficiency. *Pdcd1*^*f/f*^*LysM*^*Cre*^ mice had smaller tumors during longitudinal monitoring after implantation with MC17-51 tumor cells compared to control *Pdcd1*^*f/f*^ mice (Extended Data Fig. 8a,b), consistent with previous observations in different tumor models^7^. The percentage of IRF8^+^ M-MDSC (Extended Data Fig. 8c) and TAMs (Extended Data Fig. 8d) and the expression of CD80 and CD86 in TAMs (Extended Data Fig. 8e) was increased in *Pdcd1*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice compared to *Pdcd1*^*f/f*^ tumor-bearing mice.

To determine whether PD-1 deficient monocytes had the ability to develop trained immunity and lasting antitumor protection, CD45^+^CD11b^+^Ly6C^hi^Ly6G^−^ monocytes isolated from the bone marrow of *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ or *Pdcd1*^*f/f*^ mice on day 9 post injection with MC17-51 tumor cells, when tumors had comparable size between the two groups, were mixed with an equal number of MC17-51 tumor cells and injected subcutaneously into naïve WT mice. There was no difference in tumor growth between WT mice implanted with MC17-51 tumor cells alone and recipients of monocytes from tumor-bearing *Pdcd1*^*f/f*^ mice, whereas recipients of monocytes from tumor-bearing *Pdcd1*^*f/f*^*LysM*^*Cre*^ mice had substantially reduced tumor growth (Fig. 8a,b), indicating that PD-1-deficient monocytes could mediate tumor control. Similar numbers of bone marrow Lin^−^ myeloid progenitors, including Flt3^+^CD115^lo^ CMP, FLT3^−^CMP, MDP, GMP, GP and MP+cMoP, or mature differentiated Lin^+^ myeloid cells, including total CD45^+^CD11b^+^ myeloid cells, CD11b^+^Ly6C^hi^Ly6G^−^ monocytes and CD11b^+^Ly6C^lo^Ly6G^+^ granulocytes, were detected in *Pdcd1*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^ tumor-bearing mice at day 9 post-tumor inoculation (Extended Data Fig. 8f,g).

**Fig. 8:**
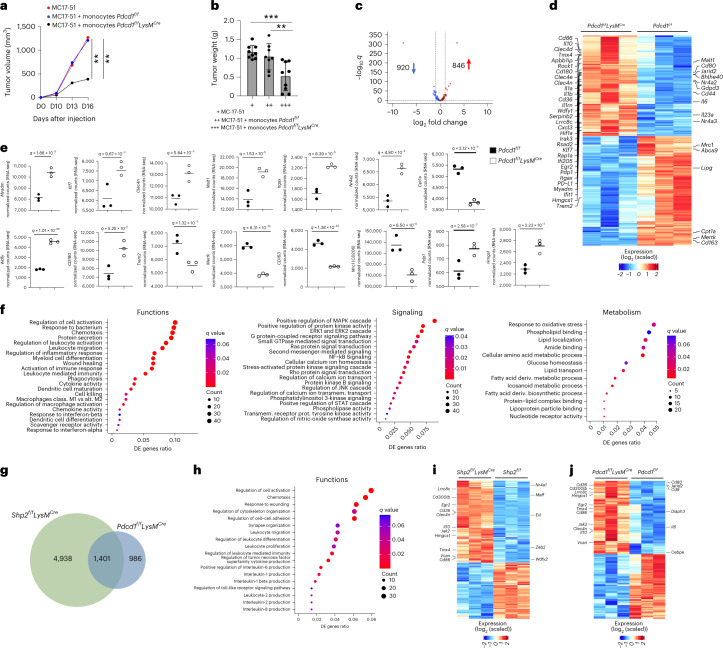
PD-1 deletion altered signaling and metabolism, and imprinted an effector function program in TAMs. **a**,**b**, Tumor size in naïve WT mice subcutaneously injected with MC17-51 tumor cells with or without CD45^+^CD11b^+^Ly6C^hi^Ly6G^−^ monocytes isolated from the bone marrow of *Pdcd1*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^ mice on day 9 post inoculation of MC17-51 tumors. **b**, Tumor weight on day 15 in mice as in **a**. Results show mean + s.d. Results are from one of two experiments with *n* = 10 mice per group. **P = 0.0055–0.0079, ***P = 0.0006, ANOVA. **c**,**d**, Volcano plot of DE genes (**c**) and heat map (**d**) of 1,766 genes differentially expressed in TAMs isolated from MC17-51 tumor-bearing *Pdcd1*^*f/f*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ mice and analyzed by RNA-seq. log_2_(FC) > 0 and log_2_(FC) < 0 for upregulated and downregulated genes, *q* < 0.05 for all DEGs, respectively). **e**, Expression of the indicated genes in TAMs from *Pdcd1*^*f/f*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice (data from RNA-seq dataset). **f**. Bubble plot of substantially enriched functional, signaling and metabolic pathways (*q* < 0.1) among the top 500 DE genes in TAMs of *Pdcd1*^*f/f*^*LysM*^*Cre*^ mice compared to *Pdcd1*^*f/f*^ mice sorted by GeneRatio. **g**, Venn Diagrams depicting the overlap of substantially enriched pathways between upregulated DE genes in *Shp2*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ TAMs. **h**, Bubble plot of common pathways enriched in among the top 500 DE genes in *Shp2*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ TAMs. **i**,**j**, Heat maps of the top 6,500 DE genes in TAMs of tumor-bearing *Shp2*^*f/f*^*LysM*^*Cre*^ mice (**i**) and heat maps of the top 1,766 DE genes in TAMs of *Pdcd1*^*f/f*^*LysM*^*Cre*^ mice (**j**). Representative common (left) and distinct (right) IRF8-upregulated genes are annotated.

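TAMs, live CD45+CD11b+F4/80+Ly6G− cells, were sorted from fibrosarcomas of Pdcd1f/fLysMCre mice, in which Cre under the lysozyme promoter deletes the floxed Pdcd1 gene in myeloid cells, and of Pdcd1f/f control mice, with 3 libraries for each genotype. The deposited labels give day 15 for the collection. The authors made stranded polyA libraries, sequenced them as paired-end reads, aligned the reads to GRCm38 with STAR and counted them on Ensembl genes with featureCounts. They deposited the raw counts and a table of normalized counts, in which the counts of each library are divided by a DESeq2 size factor between 0.895 and 1.08. In the count table 26637 genes had at least 1 count in any library, and the normalized table holds 16552 genes. The total counts were 50571081, 41833823 and 43097432 in Pdcd1f/f replicates 1, 2 and 3, and 51417209, 50211601 and 47797391 in Pdcd1f/fLysMCre replicates 1, 2 and 3. At this depth 3 counts correspond to between 0.0583 and 0.0717 CPM, which covers counting error only. The genotypes were compared on the raw counts with edgeR's two-sided quasi-likelihood test after TMM normalization, over the 14469 genes that passed edgeR's default expression filter, with Benjamini-Hochberg adjustment and an adjusted p-value threshold of 0.05. The normalized counts printed beside the tests are the authors' values. With 3 libraries against 3, a two-sided exact permutation test on one gene cannot give a p-value under 0.1.

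Pdcd1, on chromosome 1 of GRCm38 from 94038305 to 94052553, had 10, 12 and 15 counts in the Pdcd1f/f libraries and 7, 16 and 11 counts in the Pdcd1f/fLysMCre libraries, so its counted transcript was not lost (log2 fold change −0.25, standard error 0.45, adjusted p = 0.771 from edgeR). A near-complete loss from this level can be past the threshold with all 6 libraries, as that of Epor was (adjusted p = 0.0184 from edgeR). Epor had 11, 11 and 13 counts in the Pdcd1f/f libraries and 0, 1 and 2 in the others. It was named for being among the largest decreases past the threshold, so it does not show how often such a loss would be called. A partial fall from this level could not have been detected. With each of the 6 libraries left out in turn, Epor was past the threshold in 2 of 6 fits, so such a call is not stable. The counts are per gene and do not show whether the floxed exons were read, so they do not show the deletion of Pdcd1. Lyz2, the gene that carries the Cre insertion, fell from 216863 ± 8638 normalized counts (SD, n = 3) to 427 ± 33.4 (SD, n = 3), which separates the libraries with and without Cre as labelled. Its paralog Lyz1, whose reads the counting could have split with those of Lyz2, rose from 156 ± 25.9 (SD, n = 3) to 3625 ± 179 normalized counts (SD, n = 3). The genotypes thus differ in Cre and in Lyz2 as well as in the targeted Pdcd1, so no change here can be assigned to Pdcd1 alone. The female-specific transcript Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were counted in every library, as they would be in libraries that mix RNA of both sexes. Summed normalized counts of the 4 Y-linked genes were 1545 to 1914 in the Pdcd1f/f libraries and 6267 to 7233 in the Pdcd1f/fLysMCre libraries, while Xist ranged from 17318 to 26511 and from 8530 to 13137. These transcripts separated the genotypes in all 3 libraries of each, so a difference in sex, if it underlies them, cannot be told apart from the genotype in these data.

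The first principal component of the 500 most variable genes held 43.4% of their variance and separated the genotypes, and the second, with 18.9%, set Pdcd1f/f replicate 1 and Pdcd1f/fLysMCre replicate 2 apart from the other 4 libraries. Across 10670 genes, which are not independent replicates, the deviation of a library from the mean of its genotype followed the GC content of the genes with a Spearman rho of −0.758 and −0.693 in those 2 libraries and of 0.511, 0.702, 0.186 and 0.710 in Pdcd1f/f replicates 2 and 3 and Pdcd1f/fLysMCre replicates 1 and 3. Counts of libraries of the same genotype differed by more than counting noise, with a chi-square of 5.55 to 43.5 per gene, and all 6 libraries were kept as separate replicates. Library preparation can also give such a spread, so it does not show that libraries of a genotype come from different mice. The paper does not name the mice behind each library, so the SDs and tests describe libraries.

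**Figure D1:**
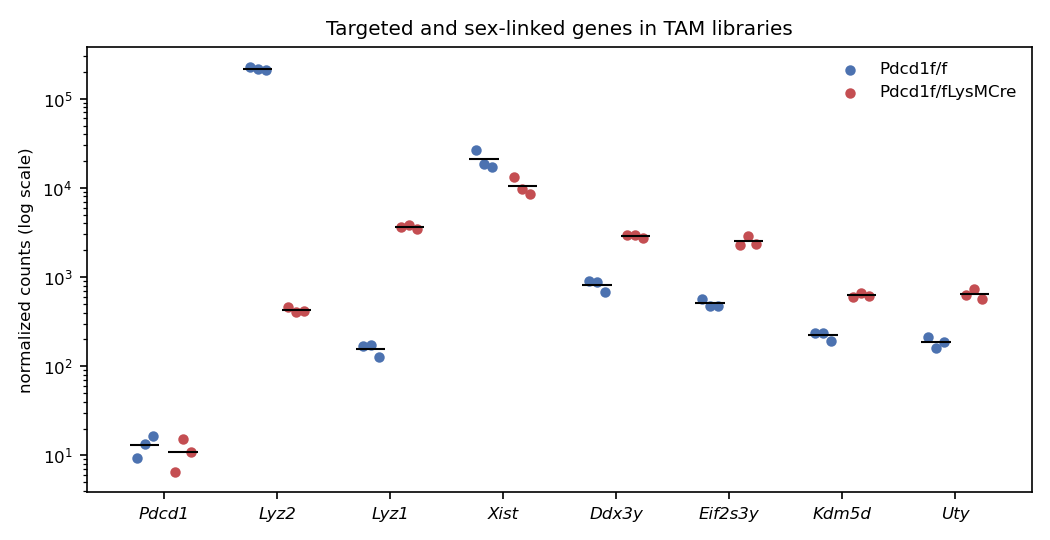
Normalized counts (log scale) of Pdcd1, Lyz2, Lyz1, Xist and 4 Y-linked genes in the 3 TAM libraries of each genotype. Each point is 1 library and each line the mean of 3. Lyz2 is near 427 normalized counts in Pdcd1f/fLysMCre libraries, and the Y-linked genes are higher and Xist lower in all 3 of them.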

Next, we performed RNA-seq in TAMs isolated from *Pdcd1*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^ tumor-bearing mice. Differential gene expression analysis showed that among 16,552 expressed genes, a total of 1,766 genes (846 upregulated and 920 downregulated) were differentially expressed between TAMs from *Pdcd1*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^ mice (Fig. 8c,d and Supplementary Table 3). 

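Of 14469 genes tested, 786 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 350 higher and 436 lower in Pdcd1f/fLysMCre TAMs. The median absolute log2 fold change of these genes was 0.46, and 94 of them, 30 higher and 64 lower, changed by more than 1 on the log2 scale. Among all genes tested, without selection by the test, every library of one genotype lay above every library of the other in 27.5%, which chance gives for 10% of genes in a comparison of 3 against 3. As a ratio, the number moved most among the alternatives set before the data were examined when the test required a fold change above 1.2, which left 193 genes. It ranged from 222 to 3181 across the 6 fits that each left out 1 library and was highest without Pdcd1f/f replicate 1, and 196 genes were past the threshold in all 6 of these fits. Offsets for GC content and gene length, computed per library, gave 2507 genes, including 770 of the 786. The common biological coefficient of variation between libraries was 8.92%.

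Lyz2 had the largest decrease, a log2 fold change of −8.99 (standard error 0.10, adjusted p = 2.4e-12 from edgeR). It was followed by Capn11, Epor, Gm5913 and C6, of which Gm5913, a processed pseudogene, had a log2 fold change of −3.02 (standard error 0.18, adjusted p = 9.0e-06 from edgeR). Capn11, Epor and C6 had at most 3 counts in each Pdcd1f/fLysMCre library and were at least 7.32-fold, 4.28-fold and 5.57-fold lower than in Pdcd1f/f libraries. Among the increases, Lyz1 rose by 4.54 (standard error 0.12, adjusted p = 8.8e-09 from edgeR) and Gdpd3 by 3.17 on the log2 scale (standard error 0.13, adjusted p = 7.1e-07 from edgeR). Gm4779, Ina and Apol7d, the other 3 of the 5 largest increases, had at most 3 counts in each Pdcd1f/f library and were at least 3.63-fold, 4.17-fold and 4.53-fold higher in Pdcd1f/fLysMCre libraries. Ina and Apol7d overlap Nt5c2 and Fn1 on the other strand, and the paper's text does not name whether reads were counted by strand, so their counts are uncertain.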

*Pdcd1*^*f/f*^*LysM*^*Cre*^ TAMs had enhanced expression of genes consistent with myeloid cell differentiation, such as *Myadm*; inflammatory activation, such as *Klf7*, the dectin-2 family of C-type lectin receptors *Clec4e, Clec4d* and *Clec4n*; and the paracaspase *Malt1* (Fig. 8d,e and Supplementary Table 3), which together with Clec4n are indispensable determinants of responses to PD-1 blocking immunotherapy^37^. 

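Clec4e changed most among these 6 genes. It lies on chromosome 6 of GRCm38 from 123281789 to 123289870 and had 11016 ± 847 normalized counts (SD, n = 3) in Pdcd1f/f TAMs and 17922 ± 1435 (SD, n = 3) in Pdcd1f/fLysMCre TAMs, a log2 fold change of 0.70 (standard error 0.08, adjusted p = 8.1e-04 from edgeR), which stayed between 0.64 and 0.76 with each library left out in turn. Malt1 rose from 13880 ± 1543 to 19138 ± 817 normalized counts (SD, n = 3 each), a log2 fold change of 0.47 (standard error 0.08, adjusted p = 0.00919 from edgeR). Myadm rose from 8127 ± 289 to 10415 ± 406 normalized counts (SD, n = 3 each; log2 fold change 0.36, standard error 0.06, adjusted p = 0.00771 from edgeR). The increase of Clec4n was 0.27 on the log2 scale (standard error 0.07, adjusted p = 0.0413 from edgeR) and was past the threshold in 1 of the 6 fits that left out a library. For Klf7 the log2 fold change was 0.31 (standard error 0.08, adjusted p = 0.0517 from edgeR), and for Clec4d it was 0.22 (standard error 0.07, adjusted p = 0.0872 from edgeR), neither past the threshold. Klf7 was past it in 10 and Clec4d in 8 of 20 alternative fits. In all 6 genes the 3 libraries of Pdcd1f/fLysMCre TAMs lay above the 3 of Pdcd1f/f TAMs (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow).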

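Itgax, Nr4a2, Nr4a3, Egr2, Egr3, Bhlhe40 and Cd24a all had higher normalized counts in every Pdcd1f/fLysMCre library than in every Pdcd1f/f library. With all 6 libraries the largest change was that of Egr3, on chromosome 14 of GRCm38 from 70077203 to 70082614, from 459 ± 13.7 to 663 ± 25.9 normalized counts (SD, n = 3 each), a log2 fold change of 0.53 (standard error 0.09, adjusted p = 0.00651 from edgeR). That of Cd24a was larger without Pdcd1f/f replicate 1 (0.55 against 0.50) and without Pdcd1f/fLysMCre replicate 3 (0.54 against 0.50). Bhlhe40 had 34069 ± 169 and 43992 ± 266 normalized counts (SD, n = 3 each), a log2 fold change of 0.37 (standard error 0.05, adjusted p = 0.00366 from edgeR), and was past the threshold in all 6 fits that left out a library. Cd24a rose by 0.51 (standard error 0.11, adjusted p = 0.0287), Itgax by 0.38 (standard error 0.07, adjusted p = 0.0108), Nr4a2 by 0.31 (standard error 0.06, adjusted p = 0.0163) and Nr4a3 by 0.26 (standard error 0.06, adjusted p = 0.0349, all from edgeR) on the log2 scale. Of these, Cd24a, Nr4a2 and Nr4a3 were past the threshold in 1 of the 6 leave-one-out fits and Itgax in 4. Egr2 was not past it, with a log2 fold change of 0.26 (standard error 0.07, adjusted p = 0.0633 from edgeR), and was past it in 9 of 20 alternative fits.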

There was also increased expression of *Itgax* (CD11c), *Nr4a2, Nr4a3, Egr2, Egr3, Bhlhe40* and *CD24* transcripts, which are related to DC maturation^21^(Fig. 8d,e and Supplementary Table 3), indicating that *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ TAMs were derived from monocytes differentiated from MDPs that could give rise to Ly6C^+^ classical and moDC-producing monocytes, and DC^24^.

Consistent with an activated macrophage profile, there was an increase of *CD80*, *CD86* (Fig. 8d and Supplementary Table 3), inflammatory mediators, including the TLR downstream mediators *Wdfy1* and *CD180* (Fig. 8d,e, Supplementary Table 3 and Extended Data Fig. 9a), and multiple proinflammatory cytokines, including *IL-6, IL-1a, IL-1b* and *IL-23a* (Fig. 8d and Supplementary Table 3). Conversely, there was a diminished expression of genes that convey immunosuppressive functions of TAMs such as *Trem2*, *Mertk, CD163* and *Mrc1* (CD206) (Fig. 8d,e and Supplementary Table 3). 

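Wdfy1 had the largest increase of these genes, from 1812 ± 42.2 to 4558 ± 178 normalized counts (SD, n = 3 each), a log2 fold change of 1.33 (standard error 0.06, adjusted p = 2.5e-06 from edgeR) that stayed between 1.30 and 1.36 with each library left out. It lies on chromosome 1 of GRCm38 from 79702262 to 79776143, 14.3 Mb from the targeted gene Pdcd1, and overlaps Mrpl44 on the other strand. Among the costimulatory genes, Cd80 rose from 3881 ± 154 to 5765 ± 330 normalized counts (SD, n = 3 each; log2 fold change 0.57, standard error 0.07, adjusted p = 9.3e-04 from edgeR). Cd86 had a log2 fold change of 0.25 (standard error 0.08, adjusted p = 0.0795 from edgeR), not past the threshold, and was past it in 9 of 20 alternative fits. Cd180 rose by 0.47 on the log2 scale (standard error 0.09, adjusted p = 0.0128 from edgeR) and was past the threshold in 3 of the 6 fits that left out a library.

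The cytokine genes differed widely in level. Il1b had 60327 ± 1133 normalized counts (SD, n = 3) in Pdcd1f/f TAMs, Il1a 2991 ± 111 (SD, n = 3), Il6 173 ± 22.2 (SD, n = 3) and Il23a 20.3 ± 3.14 (SD, n = 3). In Pdcd1f/fLysMCre TAMs, Il1a reached 4831 ± 420 (SD, n = 3; log2 fold change 0.69, standard error 0.08, adjusted p = 6.9e-04 from edgeR), Il1b 74620 ± 2346 (SD, n = 3; log2 fold change 0.31, standard error 0.06) and Il6 256 ± 21.2 (SD, n = 3; log2 fold change 0.56, standard error 0.14). The adjusted p-values from edgeR were 0.0128 for Il1b and 0.0403 for Il6, past the threshold in 3 and 1 of the 6 fits that left out a library. Il23a rose to 40.4 ± 5.58 normalized counts (SD, n = 3), a log2 fold change of 1.00 (standard error 0.29, adjusted p = 0.0699 from edgeR) that was not past the threshold, and it was past it in 6 of 19 alternative fits. It lies 11.0 Mb from Lyz2. All 8 genes were higher in each Pdcd1f/fLysMCre library than in each control library.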

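Cd163, on chromosome 6 of GRCm38 from 124304656 to 124330527, fell from 4648 ± 263 to 2161 ± 51.7 normalized counts (SD, n = 3 each), a log2 fold change of −1.10 (standard error 0.07, adjusted p = 9.0e-06 from edgeR). Mertk had 5950 ± 186 normalized counts in Pdcd1f/f TAMs and 3890 ± 103 in Pdcd1f/fLysMCre TAMs (SD, n = 3 each; log2 fold change −0.61, standard error 0.06, adjusted p = 3.6e-04 from edgeR). Cd163 and Mertk were past the threshold in all 6 fits that left out a library. Trem2 decreased by 0.38 on the log2 scale (standard error 0.08, adjusted p = 0.0302 from edgeR), from 7219 ± 700 to 5552 ± 406 normalized counts (SD, n = 3 each), and was past the threshold in 2 of the 6 leave-one-out fits. For Mrc1 the counts were 137493 ± 7698 and 110490 ± 5253 (SD, n = 3 each), a log2 fold change of −0.31 (standard error 0.07, adjusted p = 0.0219 from edgeR), past the threshold in 3 of these 6 fits.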

Compared to *Pdcd1*^*fl/fl*^ TAMs, *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ TAMs had increased expression of *Jarid2* (Fig. 8d), a histone methyltransferase acting as an accessory subunit for the core PRC, recruiting PRC2 complex to target genes and epigenetically regulating gene expression^38^. 

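Jarid2, on chromosome 13 of GRCm38 from 44729474 to 44921643, had 9803 ± 256 normalized counts (SD, n = 3) in Pdcd1f/f TAMs and 13411 ± 385 (SD, n = 3) in Pdcd1f/fLysMCre TAMs. The log2 fold change was 0.45 (standard error 0.06, adjusted p = 0.00166 from edgeR), more than the spread between libraries, and it ranged from 0.44 to 0.47 with each library left out, past the threshold in all 6 fits.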

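Hif1a had 21520 ± 962 normalized counts in Pdcd1f/f TAMs and 25940 ± 1578 in Pdcd1f/fLysMCre TAMs (SD, n = 3 each), a log2 fold change of 0.27 (standard error 0.07, adjusted p = 0.0420 from edgeR) that was past the threshold in 1 of the 6 fits that left out a library. Pdp1, on chromosome 4 of GRCm38 from 11958184 to 11966452, had 611 ± 67.1 and 774 ± 44.7 normalized counts (SD, n = 3 each), a log2 fold change of 0.34 (standard error 0.10, adjusted p = 0.0732 from edgeR), not past the threshold. With offsets for GC content and gene length the log2 fold change was 0.13 for Hif1a (adjusted p = 0.0238 from edgeR, with a range from 0.00406 to 0.207 over the alternatives) and 0.19 for Pdp1 (adjusted p = 0.101 from edgeR). Over all alternatives the adjusted p of Pdp1 ranged from 0.00881 to 0.299.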

*Pdcd1*^*fl/fl*^*LysM*^*Cre*^ TAMs had increased expression of *Hif1a* (Fig. 8d and Supplementary Table 3), which promotes glycolysis under hypoxia but also serves as an indispensable metabolic mediator of trained immunity^39^ and pyruvate dehydrogenase phosphatase 1 (*Pdp1*) (Fig. 8d,e and Supplementary Table 3), which regulates the activation of pyruvate dehydrogenase complex converting pyruvate to acetyl-CoA for entry to the TCA cycle and synthesis of itaconate, serving a critical metabolic step required by proinflammatory macrophages to sustain cytokine production^40^. In parallel, there was decreased expression of *Cpt1a*, which regulates mitochondrial entry of long-chain fatty acids promoting fatty acid oxidation, and a concomitant increase of *Hmgcs1* (Fig. 8d,e and Supplementary Table 3), the enzyme catalyzing condensation of acetyl-CoA with acetoacetyl-CoA to form HMG^−^CoA that is converted into mevalonate, the precursor of cholesterol synthesis and a mediator of trained immunity^41^.

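Cpt1a, on chromosome 19 of GRCm38 from 3322334 to 3385733, fell from 5321 ± 172 to 3827 ± 112 normalized counts (SD, n = 3 each), a log2 fold change of −0.47 (standard error 0.06, adjusted p = 0.00183 from edgeR) that was past the threshold in all 6 fits that left out a library. Hmgcs1 had 2289 ± 74.0 normalized counts in Pdcd1f/f TAMs and 2701 ± 122 in Pdcd1f/fLysMCre TAMs (SD, n = 3 each). Its log2 fold change of 0.24 (standard error 0.07, adjusted p = 0.0647 from edgeR) was not past the threshold and was 0.12 with offsets for GC content and gene length (adjusted p = 0.122 from edgeR, with a range from 0.0161 to 0.273 over the alternatives). It was past the threshold in 5 of 20 alternative fits.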

GSEA of the top 500 differentially expressed genes showed that *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ TAMs were highly enriched for genes involved in leukocyte activation and differentiation, chemotaxis, protein secretion and inflammatory response, phagocytosis, cytokine and chemokine activity, DC differentiation and maturation, and response to type I IFNs (Fig. 8f and Extended Data Fig. 9a), all functions associated with antitumor properties of TAMs^42,43^. In addition, there was high enrichment for genes of signaling pathways, including the MAPK cascade, kinase activity, Erk1/2 cascade, Ras and second messenger medicated signaling, NF-kB, calcium ion transport, PI3K, PKB, phospholipase activity and tyrosine kinase activity (Fig. 8f), signaling pathways targeted by PD-1 in T cells^32^. 

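The source data of Fig. 8f list 22 terms of this group with 211 different genes, many of them in several terms. All were tested, and 90 were higher and 121 lower in Pdcd1f/fLysMCre TAMs. The median log2 fold change was −0.38, and 210 of the 211 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The lists were drawn from the strongest changes in these same libraries, so that number shows no stability. In 19 of the 22 terms more of the listed genes were lower than higher. For dendritic cell maturation, 11 of 15 genes were higher, against 121 of the 290 other genes listed in Fig. 8f (two-sided Fisher's exact test, p = 0.0292, adjusted p over the 55 terms 0.401). For the term on classical M1 and alternative M2 macrophages, 10 of 11 genes were lower (two-sided Fisher's exact test, p = 0.0266, adjusted p 0.401). Cytokine activity had 10 genes higher and 7 lower, chemotaxis 22 higher and 25 lower, protein secretion 20 higher and 26 lower, regulation of leukocyte activation 16 higher and 26 lower, and phagocytosis 5 higher and 13 lower. Regulation of inflammatory response had 10 higher and 23 lower, dendritic cell differentiation 1 higher and 5 lower, response to interferon-beta 2 higher and 4 lower, and response to interferon-alpha 1 higher and 3 lower.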

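The 20 signaling terms of Fig. 8f list 142 different genes, of which 63 were higher and 79 lower in Pdcd1f/fLysMCre TAMs. NF-kB signaling had the largest share of higher genes among these terms, 17 of 23, against 115 of the 282 other genes listed in the panel (two-sided Fisher's exact test, p = 0.00353, adjusted p over the 55 terms 0.0972). More genes were higher than lower also for PI3K signaling, with 7 against 4, positive regulation of protein kinase activity, with 19 against 15, regulation of the JNK cascade, with 8 against 6, and Ras protein signal transduction, with 14 against 13. In 12 of the 20 terms the lower genes were more numerous. The ERK1 and ERK2 cascade had 16 genes higher and 17 lower, positive regulation of the MAPK cascade 18 and 25, second-messenger-mediated signaling 10 and 14, protein kinase B signaling 5 and 11, regulation of calcium ion transport 5 and 12, phospholipase activity 1 and 7, and transmembrane receptor protein tyrosine kinase activity 2 and 4.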

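The 13 metabolic terms of Fig. 8f list 106 different genes. Of the 105 that were tested, 46 were higher and 59 lower in Pdcd1f/fLysMCre TAMs, with a median log2 fold change of −0.36. The cellular amino acid metabolic process had the largest share of higher genes among all terms of the panel, with 15 higher and 4 lower, 78.9% higher, against 117 of the 286 other genes (two-sided Fisher's exact test, p = 0.00149, adjusted p over the 55 terms 0.0817). The response to oxidative stress had 13 genes higher and 10 lower, lipid transport 10 and 10, the fatty acid derivative biosynthetic process 3 and 3, phospholipid binding 9 and 12, and glucose homeostasis 5 and 8. In 9 of the 13 terms more genes were lower than higher.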

*Pdcd1*^*fl/fl*^*LysM*^*Cre*^ TAMs were also highly enriched for genes involved in oxidative stress response, phospholipid binding and lipid transport, glucose homeostasis, amino acid metabolism and fatty acid biosynthetic processes (Fig. 8f). Thus, myeloid-specific PD-1 ablation resulted in the generation of TAMs with enhanced signaling and anabolic metabolism.

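Over all 55 terms of Fig. 8f the paper lists 306 different genes, and 305 of them were tested, with 132 higher and 173 lower in Pdcd1f/fLysMCre TAMs, 43.3% higher. In 40 terms more genes were lower than higher. When each term was set against the other listed genes, 4 of the 55 terms had an unadjusted p-value under 0.05 in the two-sided Fisher's exact test, and 0 had one after Benjamini-Hochberg adjustment. The number after adjustment was also 0 against all other differentially expressed genes. The paper describes the panel as a GSEA on its 500 top differentially expressed genes. The genes it lists went in both directions, so a listed term can rest on genes that fell as well as on genes that rose. Among all 786 genes past the threshold 44.5% were higher, so the listed genes differed little from these. The direction of a term's genes alone does not show whether the process is more or less active. After the enrichment of signaling and metabolic terms the paper concludes that TAMs without PD-1 have enhanced signaling and anabolic metabolism.

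**Figure D2:**
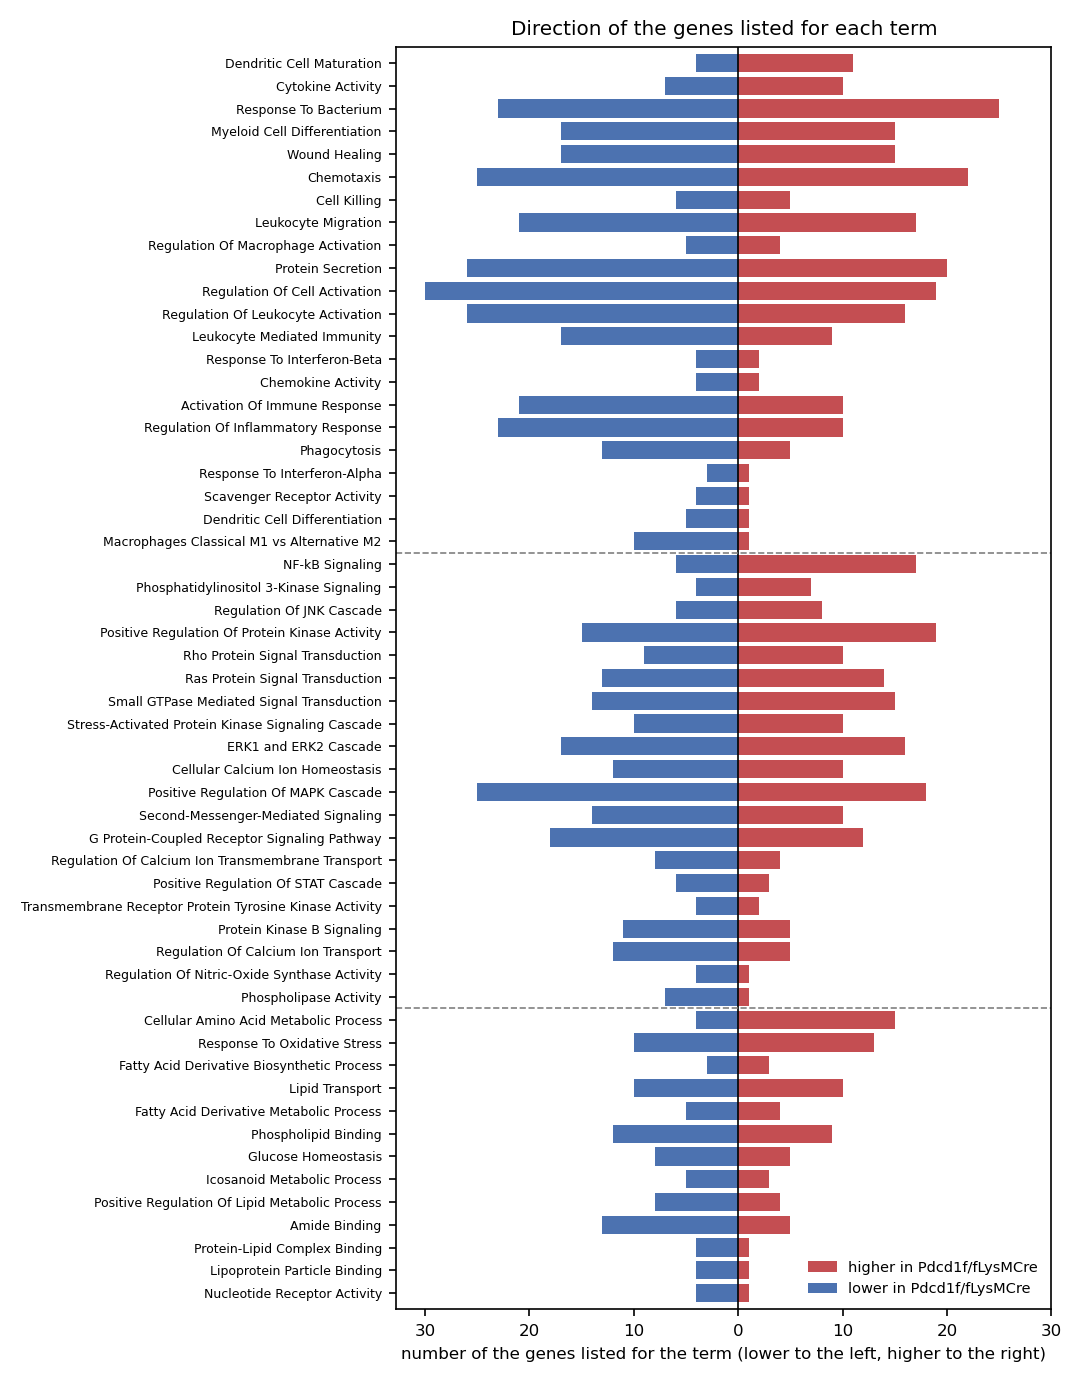
Number of genes listed for each term of Fig. 8f that were higher (right) or lower (left) in Pdcd1f/fLysMCre TAMs, with functions, signaling and metabolism from top to bottom separated by dashed lines. More genes were lower than higher in 40 of the 55 terms.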

Comparison of gene expression and GSEA in transcriptomics indicated multiple genes displaying similar changes in *Shp2*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ TAMs (Fig. 8d and Supplementary Table 4). 

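The part of Supplementary Table 2 that could be read holds 54 genes, those with the smallest p-values in the paper's comparison of SHP-2-deficient with control TAMs. All 54 were tested in the Pdcd1 libraries, and 22 had an adjusted p-value under 0.05 from edgeR. The log2 fold change had the same sign in both comparisons for 10 genes and the opposite sign for 44 (Spearman rho −0.454 across genes, two-sided permutation test with 1e+05 resamples, p = 6.5e-04; genes are not independent replicates). Without Lyz1 and Lyz2, which lose or gain reads in both crosses with LysM-Cre, rho was −0.629 over 52 genes. Among the 22 genes past the threshold in Pdcd1f/fLysMCre TAMs, 3 had the same sign and 19 the opposite sign, with a rho of −0.10 (two-sided permutation test, p = 0.645). Lyz1 and Lyz2 are 2 of these 3, and of the other 20 genes 1 had the same sign and 19 the opposite sign, with a rho of −0.469 (two-sided permutation test, p = 0.0392), a comparison chosen after the data were seen. The scavenger receptor gene Cd163 and the lipase gene Lipg, with log2 fold changes of −1.10 and −1.61 in Pdcd1f/fLysMCre TAMs, have the paper's values of 1.33 and 1.30 in SHP-2-deficient TAMs. Ptpn11, the gene targeted in the SHP-2 comparison, was counted as having the same sign, with a log2 fold change of −0.000862 here. Eif2s3y, a Y-linked gene, had a log2 fold change of 2.31 in Pdcd1f/fLysMCre TAMs, and the paper's value for SHP-2-deficient TAMs is −1.51. A difference in sex, if it underlies this, runs in opposite directions here and in the SHP-2 comparison. Some of the opposite signs may therefore come from sex, which these values cannot separate. Ppbp was higher in both, by 0.83 here (standard error 0.07, adjusted p = 2.0e-04 from edgeR) and by 1.07 in the paper's table. Genes below this part of the table were not used here. The signs and rho therefore hold for these top genes only and do not decide how alike the deletions are over all genes.

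**Figure D3:**
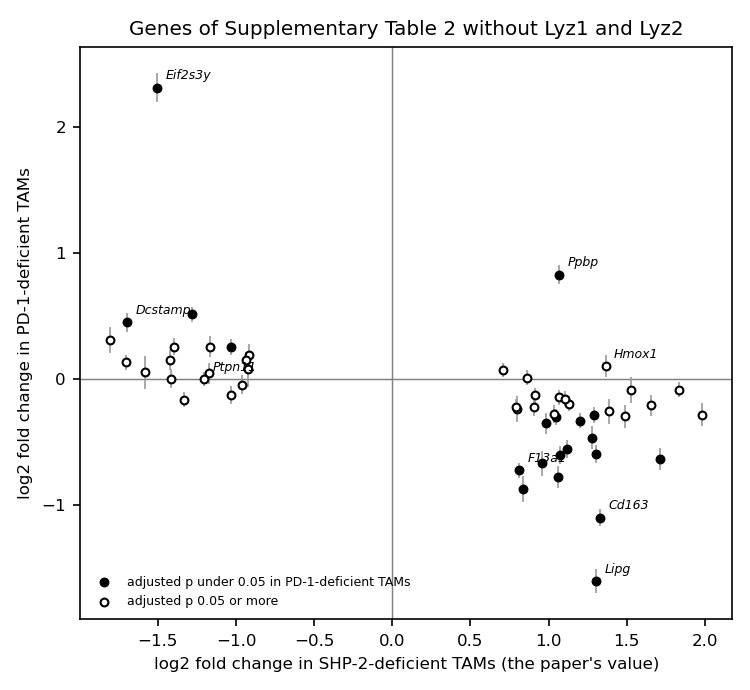
Log2 fold change in Pdcd1f/fLysMCre TAMs, with its standard error, against the paper's log2 fold change in SHP-2-deficient TAMs for the 52 readable genes of Supplementary Table 2 other than Lyz1 and Lyz2. Filled points had an adjusted p-value under 0.05 in Pdcd1f/fLysMCre TAMs, and 44 of the 52 genes lie in the quadrants of opposite sign.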

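Of the genes compared between both deletions that had not been given above, Ifi205 changed most. It belongs to a family of similar interferon-inducible genes on chromosome 1 whose reads the counting could have split, lies from 174011998 to 174031810 of GRCm38, and rose from 3213 ± 288 to 4774 ± 600 normalized counts (SD, n = 3 each; log2 fold change 0.57, standard error 0.10, adjusted p = 0.00801 from edgeR). Ifit1 rose from 3292 ± 46.3 to 4204 ± 319 normalized counts (SD, n = 3 each), a log2 fold change of 0.35 (standard error 0.07, adjusted p = 0.0167 from edgeR). The increases of Rsad2, Rap1a and Apbb1ip were not past the threshold, with log2 fold changes of 0.23, 0.25 and 0.31, standard errors of 0.06, 0.06 and 0.09 and adjusted p-values of 0.0649, 0.0513 and 0.0670 from edgeR. Rsad2 was past it in 8, Rap1a in 7 and Apbb1ip in 10 of 20 alternative fits. With offsets for GC content and gene length the log2 fold change of Rap1a was 0.10 (adjusted p = 0.189 from edgeR, with a range from 0.00939 to 0.461 over the alternatives). All 5 genes were higher in each Pdcd1f/fLysMCre library than in each Pdcd1f/f library.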

Among the commonly upregulated genes were macrophage activation markers such as *Myadm, Itgax*, the C-type lectin receptors *Clec4e, Clec4d* and *Clec4n*, type I IFN-induced genes such as *Ifi205, Rsad2* and *Ifit1*, the small GTPase *Rap1a* and the Rap1-interacting partner *RIAM (Apbb1ip)*, which has an indispensable role in phagocytosis^44^; TLR signaling mediators such as *Wdfy1* and *CD180*, macrophage activation genes such as *KLF7* and *CD86*, and metabolic regulators including *Hif1a, Pdp1* and *Hmgcs1* (Fig. 8d and Supplementary Table 4).

Among pathways enriched in the differentially upregulated genes in *Shp2*^*f/f*^*LysM*^*Cre*^ TAMs, 22% overlapped with pathways enriched in *Pdcd1*^*f/f*^*LysM*^*Cre*^ TAMs (Fig. 8g), consistent with multiple signaling interactions of SHP-2 besides PD-1. Conversely, 59% of the pathways enriched in *Pdcd1*^*f/f*^*LysM*^*Cre*^ TAMs overlapped with pathways enriched in *Shp2*^*f/f*^*LysM*^*Cre*^ TAMs (Fig. 8g), indicating that the majority of PD-1-mediated functions in TAMs were mediated through SHP-2. Common functional pathways enriched in both datasets included genes involved in myeloid cell activation, chemotaxis, proliferation and differentiation, synapse organization and cell adhesion, leukocyte-mediated immunity, TLR signaling and production of inflammatory and effector cytokines (Fig. 8h). 

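The source data of Fig. 8h list 141 different genes in 18 terms. All 141 were higher in Pdcd1f/fLysMCre TAMs, with log2 fold changes from 0.20 to 1.39 and a median of 0.38, and 103 of them had an adjusted p-value under 0.05 from edgeR. The caption of Fig. 8h names the top differentially expressed genes, and that of Fig. 8g upregulated ones. Since all 141 were higher, the panel seems to list upregulated genes only, and their direction was then fixed in advance. Regulation of cell activation had 39 genes, 29 of them past the threshold, chemotaxis 36 with 30 past it, regulation of cell-cell adhesion 30 with 22, synapse organization 21 with 19, leukocyte proliferation 19 with 13 and regulation of the Toll-like receptor signaling pathway 7 with 4. The cytokine terms were positive regulation of interleukin-6 production with 12 genes, 9 past the threshold, interleukin-1 production with 11, 7 past it, and interleukin-2 production with 7, 5 past it.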

Common signaling pathways were also enriched in the gene sets of *Pdcd1*^*f/f*^*LysM*^*Cre*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ TAMs, including Ras pathway activation, kinase activation, MAPK and Erk1/2 cascade, second messenger-mediated signaling, calcium ion homeostasis, calcium-mediated signaling and NF-kB activation (Extended Data Fig. 9b). Thus, TAMs in *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ and *Shp2*^*fl/fl*^*LysM*^*Cre*^ mice were governed by molecular mediators that converged in multiple common signaling pathways and biological processes.

IRF8 programms the differentiation of monocytes and DC through epigenetic regulation of distinct sets of enhancers in cooperation with other transcription factors^45^. We examined the expression of genes recently identified to be induced by IRF8 in mature phagocytic cells of the monocyte/DC lineage^45^. In TAMs from *Shp2*^*fl/fl*^*LysM*^*Cre*^ mice, 891 (24%) of the 3,650 upregulated genes were IRF8 targets (Fig. 8i and Supplementary Table 5) and in TAMs from *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ mice, 221 (26%) of the 846 upregulated genes were IRF8 targets (Fig. 8j and Supplementary Table 5). Common and distinct IRF8-regulated genes were upregulated in *Shp2*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ TAMs (Fig. 8i,j) consistent with the ability of IRF8 to cooperate with common and distinct transcription factors in different cells, based on differential concentrations of IRF8 and the differential presence of cooperating transcription factors^45^. 

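Cd36, on chromosome 5 of GRCm38 from 17781690 to 17888801, rose from 679 ± 15.6 normalized counts in Pdcd1f/f TAMs to 1300 ± 155 in Pdcd1f/fLysMCre TAMs (SD, n = 3 each), a log2 fold change of 0.94 (standard error 0.10, adjusted p = 4.9e-04 from edgeR) that was past the threshold in all 6 fits that left out a library. Lrrc8c had 1582 ± 75.4 and 2033 ± 81.6 normalized counts (SD, n = 3 each; log2 fold change 0.36, standard error 0.07, adjusted p = 0.0154 from edgeR). It was past the threshold in 2 of these 6 fits. Tmx4 and Vcan had log2 fold changes of 0.26 (standard error 0.07) and 0.38 (standard error 0.11) with adjusted p-values of 0.0696 and 0.0670 from edgeR, not past the threshold, and were past it in 9 and 10 of 20 alternative fits.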

Among the common IRF8 targets upregulated in *Shp2*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ TAMs were the scavenger receptor *CD36*, the costimulatory molecule *CD86*, the volume-regulated anion channel *Lrrc8*c, which regulates STING activation and production of type I interferons, the enzyme *Hmgcs1*, the transcription factor *Egr2*, the antioxidant mediator *Tmx4*, macrophage activation genes such as *Vcan* and *Clec4n* and the cytokine IL-10 (Fig. 8i,j and Supplementary Table 5). 

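Nr4a1, Maff and Zeb2 did not differ between Pdcd1f/f and Pdcd1f/fLysMCre TAMs by more than the spread between libraries. Their log2 fold changes were 0.09 (standard error 0.10), −0.11 (standard error 0.08) and 0.10 (standard error 0.07), with adjusted p-values of 0.606, 0.440 and 0.414 from edgeR. The sign of each depended on the processing, since Nr4a1 was at −0.02 without Pdcd1f/f replicate 1, and with offsets for GC content and gene length Maff was at 0.03 and Zeb2 at −0.02. With these offsets Nr4a1 was at 0.22 (adjusted p = 0.00121 from edgeR, with a range from 8.7e-04 to 0.915 over the alternatives) and was past the threshold. Zeb2 overlaps Zeb2os on the other strand. Cd9 rose from 4977 ± 80.1 to 6050 ± 132 normalized counts (SD, n = 3 each; log2 fold change 0.28, standard error 0.06, adjusted p = 0.0192 from edgeR). It was past the threshold in 2 of the 6 leave-one-out fits. Cebpe was near the expression filter, with 17.8 ± 2.99 and 39.8 ± 10.7 normalized counts (SD, n = 3 each), and its log2 fold change of 1.16 (standard error 0.32, adjusted p = 0.0651 from edgeR) was past the threshold in 8 of 19 alternative fits. Of the genes marked only in Fig. 8j, Cd300lb and Jak2 rose by 0.35 and 0.25 on the log2 scale (adjusted p = 0.0292 and 0.0484 from edgeR), and Diaph3 had a log2 fold change of 0.32 (adjusted p = 0.0887 from edgeR). Cd300lb was past the threshold in 2 and Jak2 in 1 of the 6 leave-one-out fits. Irf8 itself, on chromosome 8 of GRCm38 from 120736358 to 120756694, had 4253 ± 382 normalized counts in Pdcd1f/f TAMs and 3452 ± 132 in Pdcd1f/fLysMCre TAMs (SD, n = 3 each), a log2 fold change of −0.30 (standard error 0.08, adjusted p = 0.0519 from edgeR), and was past the threshold in 13 of 20 alternative fits. These counts are of RNA. By flow cytometry the paper found more IRF8-positive TAMs and M-MDSC in these mice, and more phosphorylated IRF8 in cultured PD-1-deficient bone marrow cells. RNA counts measure neither, so they do not test the paper's claim on IRF8 function.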

Among IRF8-target genes upregulated selectively in *Shp2*^*f/f*^*LysM*^*Cre*^ TAMs were the transcription factors *Nr4a1, Maff* and *Zeb2* (Fig. 8i), whereas among IRF8 targets upregulated specifically in *Pdcd1*^*f/f*^*LysM*^*Cre*^ TAMs were the costimulatory molecule *CD80*, the member of the tetraspanin family *CD9*, the epigenetic regulator *Jarid2*, and the transcription factor *Cebpe* (Fig. 8j), suggesting enhanced IRF8 function in SHP-2 and PD-1 deficient TAMs. These results showed that TAMs in *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ mice had a transcriptomic profile associated with inflammatory differentiation and activation, accompanied by enhanced signaling and metabolic reprogramming and considerable enrichment of IRF8-regulated genes, and that molecular signatures of TAMs in *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ and *Shp2*^*fl/fl*^*LysM*^*Cre*^ mice converged in multiple common signaling pathways and biological processes.

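The paper names 47 genes with a direction in Pdcd1f/fLysMCre TAMs, and all 47 had that direction in edgeR's quasi-likelihood test. The 42 genes named as increased had log2 fold changes from 0.22 to 1.33 with a median of 0.36. Over all genes tested, 32 of the 47 had an adjusted p-value under 0.05, and the other 15 had values from 0.0513 to 0.0887. Adjusted over the list alone, all 47 were past the threshold. The list consists of the paper's own calls on these libraries, so that number shows no stability. With offsets for GC content and gene length, 43 of the 47 were past the threshold, including 12 of the 15. The offsets lowered most log2 fold changes of the genes named as increased, from 0.47 to 0.29 for Malt1, 0.25 to 0.15 for Cd86 and 0.26 to 0.13 for Tmx4. Only those of Itgax, Egr2, Egr3, Il23a and Cebpe rose, from 0.26 to 0.28 for Egr2 and from 1.16 to 1.41 for Cebpe. Of the genes named as decreased, Mertk, Cd163 and Mrc1 fell further, from −0.31 to −0.43 for Mrc1, while Trem2 and Cpt1a hardly moved. None of the 47 changed sign. From the TAM profiles, the pathways shared by both deletions and the IRF8 targets, the paper concludes that TAMs of Pdcd1f/fLysMCre mice have a profile of inflammatory differentiation and activation with enhanced signaling and metabolic reprogramming, and that both deletions converge on several shared pathways and processes. The number of IRF8 targets and the overlap of pathways between the deletions were not analysed here.

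**Figure D4:**
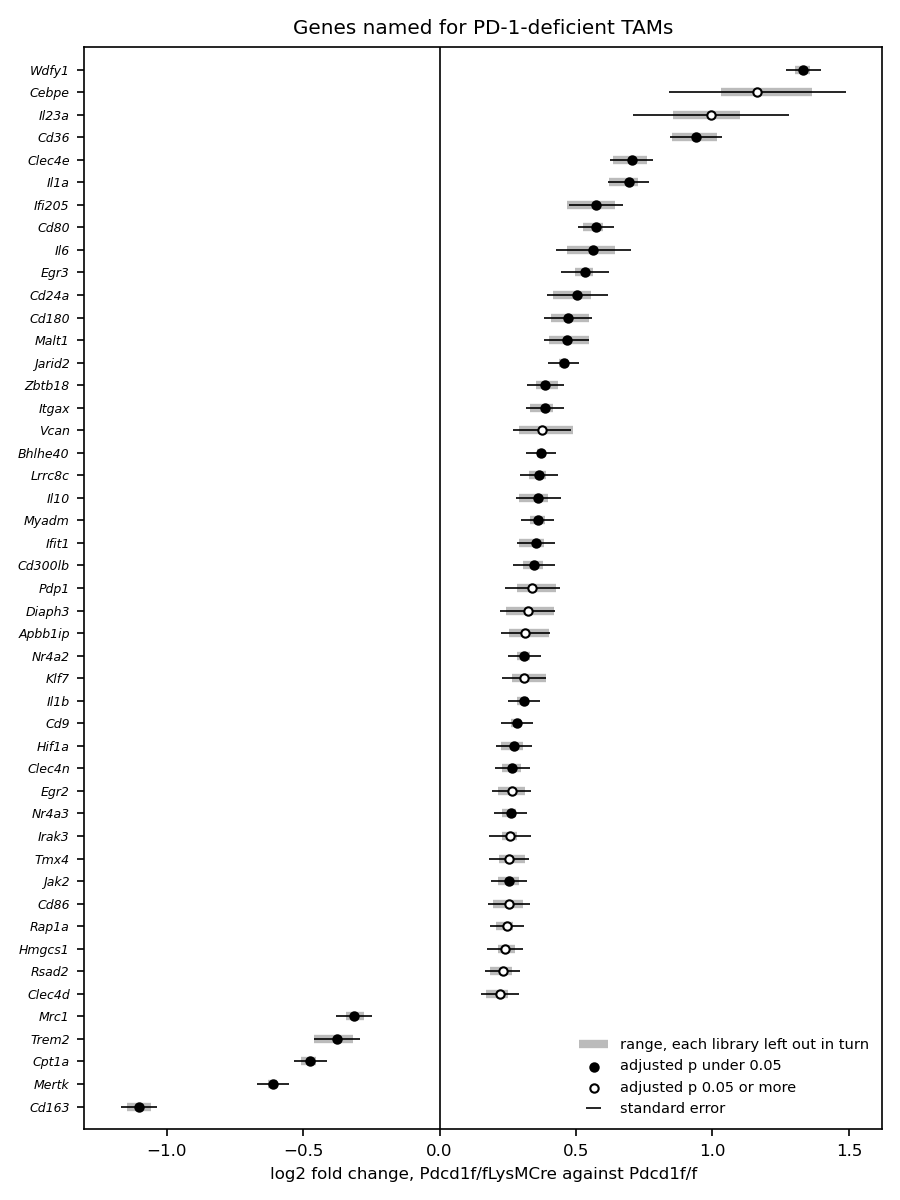
Log2 fold change of the 47 genes the paper names with a direction in PD-1-deficient TAMs, with the standard error and the range over the fits that left out each of the 6 libraries in turn. Filled points had an adjusted p-value under 0.05 over all genes tested (32 genes) and open points did not (15 genes).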

### IL-10 is involved in the enhanced antitumor immunity

Although considered an immunosuppressive mediator, IL-10 can have a proimmunogenic role with considerable implications in antitumor immunity^46^. 

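Il10, on chromosome 1 of GRCm38 from 131019845 to 131024974, had 2431 ± 165 normalized counts (SD, n = 3) in Pdcd1f/f TAMs and 3119 ± 258 (SD, n = 3) in Pdcd1f/fLysMCre TAMs. The log2 fold change was 0.36 (standard error 0.08, adjusted p = 0.0311 from edgeR).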

Because IL-10, an IRF8-regulated gene^45^, was upregulated in TAMs of *Shp2*^*fl/fl*^*LysM*^*Cre*^ and *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ mice, we examined its role in the altered immunological properties of myeloid cells and the enhanced antitumor responses in *Shp2*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ mice. In WT, *Shp2*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ mice treated with IL-10 neutralizing antibody or isotype control on day 9, 11 and 13 post injection with MC17-51 tumor cells, there was no difference in tumor growth between IL-10 Ab-treated and isotype-treated WT mice, while IL-10 Ab-treated *Shp2*^*fl/fl*^*LysM*^*Cre*^ and *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ mice had substantially enhanced tumor growth compared to their counterparts treated with isotype control Ig (Extended Data Fig. 10a,b). IL-10 Ab treatment did not alter the diminished suppressor function of MDSCs from *Shp2*^*fl/fl*^*LysM*^*Cre*^ and *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ mice (Extended Data Fig. 10c,d). The fractions of myeloid subsets (Extended Data Fig. 10e) and expression of MHC II, CD80 or CD86 were similar in TAMs from IL-10 Ab- or isotype-treated *Shp*2^*f/f*^*LysM*^*Cre*^ or *Pdcd1*^*fl/fl*^*LysM*^*Cre*^ mice (Extended Data Fig. 10f), indicating that IL-10 was not responsible for the diminished suppressor function of SHP-2- or PD-1-deficient myeloid cells in this experimental system. However, IL-10 had an active role in the enhanced antitumor immunity induced by SHP-2 or PD-1 targeting in myeloid cells.

## Discussion

Here we showed that SHP-2 and the PD-1-SHP-2 axis regulated myeloid cell differentiation and fate commitment and function in cancer. Myeloid-specific SHP-2 or PD-1 ablation-induced myeloid cells with enriched gene expression profiles of enhanced differentiation, activation, phagocytosis and features of effector differentiation. Monocytes from *Shp2*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice had a direct impact on controlling tumor growth and could transfer antitumor immunity into naïve hosts.

SHP-2 and the PD-1-SHP-2 signaling restrained the GM-CSF-mediated phosphorylation of HOXA10 and IRF8, which induce myeloid differentiation and monocyte/DC lineage commitment, respectively. During GM-CSF signaling, PD-1 interacted with Lyn and was phosphorylated at Y248 within the conserved ITSM motif, a site that is phosphorylated by Src family kinases in T cells leading to PD-1 interaction with SHP-2 (ref. 34), indicating canonical PD-1-SHP-2 signaling axis was operative in myeloid cells, similarly to what has been previously established for B and T lymphocytes^32^. This myeloid-specific PD-1-SHP-2 axis might be particularly important in the context of cancer, where growth factors released by cancer cells induce emergency myelopoiesis, and directly upregulate PD-1 and PD-L1 expression in myeloid progenitors and their progeny, thereby posing a signaling restrain to their effector differentiation. This might be the earliest critical signaling target of the PD-1-PD-L1 pathway in the context of cancer, because soluble factors produced by cancer cells can act systemically at early stages of the cancer immunity cycle, before local tumor growth and infiltration by immune cells that are subject to inhibitory signals in the tumor microenvironment.

We found that targeting SHP-2 in myeloid cells resulted in enhanced differentiation of neutrophils and TAMs generated from bone marrow-derived monocytes in tumors. Both cell types were characterized by enriched gene signatures and pathways linked to effector differentiation, leukocyte-mediated immunity, cytokine and chemokine production. TAM-mediated chemokine production and chemotaxis have been reported to have a tumor-promoting effect by recruiting immunosuppressive myeloid cells to tumors^47^. In contrast, chemokine production signatures of TAMs in *Shp2*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ tumor-bearing mice were associated with diminished tumor growth. This outcome might be explained by the differentiated state of SHP-2-deficient and PD-1-deficient myelocytes that were skewed away from protumorigenic MDSCs and TAMs and, instead, had enhanced effector functions promoting antitumor immune responses.

The impact of inhibiting SHP-2 in myeloid cells has been previously reported by using allosteric inhibitors of SHP-2 such as SHP099, TNO155 (ref. 48) and RMC4550 (ref. 49) to target cancer cells where SHP-2 is activated downstream of RTK/Ras signaling and functions as an oncogene. Combined approaches of SHP-2 allosteric inhibitors and pharmacologic RTK inhibitors or KRAS^G12C−^GDP inhibitors have been employed with the main purpose to target signaling vulnerabilities in cancer^50^. Such treatments also altered immune cells of the TME but remained elusive whether this was due to a direct effect of these compounds on immune cells or a consequence of inhibiting cancer growth. Our studies, employing a genetic approach, showed an increase of differentiated granulocytes and TAMs with signatures of effector differentiation and leukocyte-mediated immunity indicating a direct effect in myeloid cells after SHP-2 ablation.

IL-10, an IRF8-regulated gene^45^, was increased in SHP-2-deficient and PD-1-deficient TAMs, whereas IL-10 neutralization compromised the enhanced antitumor immunity of *Shp2*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ mice. 

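The raw counts of Il10 were 2718, 2266 and 2045 in the 3 Pdcd1f/f libraries and 3197, 3588 and 3034 in the 3 Pdcd1f/fLysMCre libraries. With each library left out in turn its log2 fold change stayed between 0.29 and 0.40 and the adjusted p from edgeR ranged from 0.00821 to 0.117, past the threshold in 1 of the 6 fits.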

Myeloid-specific SHP-2 ablation was reported to enhance IL-10-mediated immunosuppression in gut macrophages protecting mice from intestinal inflammation and carcinogenesis^51^. In our system, we did not find detectable effects of IL-10 in the immunosuppressive function of MDSCs or the activation state of TAMs. IL-10 is currently emerging as a previously unappreciated regulator of antitumor function and a master switch of tumor-promoting inflammation to antitumor immunity^46^. This might be mediated by IL-10-receptor-mediated recruitment and engagement of STAT3, diminishing procarcinogenic IL-6-mediated STAT3 signaling. IL-10 might have direct effects on T cells because pegylated IL-10 induced systemic activation and polyclonal expansion of CD8^+^ T cells in cancer patients^52^.

Besides IL-10, TAMs from *Shp2*^*f/f*^*LysM*^*Cre*^ and *Pdcd1*^*f/f*^*LysM*^*Cre*^ mice had increased transcripts of other genes that counteract protumorigenic inflammation, compared to *Shp2*^*f/f*^ and *Pdcd1*^*f/f*^ TAMs. 

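Irak3, on chromosome 10 of GRCm38 from 120141648 to 120202130, had 890.4 ± 28.8 normalized counts in Pdcd1f/f TAMs and 1063 ± 45.8 in Pdcd1f/fLysMCre TAMs (SD, n = 3 each), a log2 fold change of 0.26 (standard error 0.08, adjusted p = 0.0761 from edgeR) that was not past the threshold. It was past it in 8 of 20 alternative fits. The gene lies 2.86 Mb from Lyz2, which carries the Cre insertion, and overlaps Tmbim4 on the other strand.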

For instance, there was an increase in *IRAK3*, which functions as a negative regulator of MyD88-mediated proinflammatory activation downstream of TLR/IL-1R^53^. 

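Zbtb18, on chromosome 1 of GRCm38 from 177442351 to 177450764, rose from 2782 ± 167 to 3631 ± 103 normalized counts (SD, n = 3 each) in Pdcd1f/fLysMCre TAMs, a log2 fold change of 0.39 (standard error 0.07, adjusted p = 0.00895 from edgeR). With offsets for GC content and gene length the log2 fold change was 0.26 (adjusted p = 0.0605 from edgeR), and over all alternatives the adjusted p ranged from 2.5e-05 to 0.0842.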

We also found a common increase in the expression of *Zbtb18*, a zinc finger transcriptional repressor recently identified to bind promoter/enhancer elements of genes encoding class I PI3K regulatory subunits, limiting their expression^54^. Because TLR/IL-1R and PI3K-mediated signaling in myeloid cells promote protumorigenic inflammation^55^, our findings uncovered several mechanisms capable of mediating fine-tuning of proinflammatory signaling in SHP-2 and PD-1 deficient TAMs.

IRF8 has a decisive role in the differentiation of monocytes and DC via epigenetic regulation of distinct sets of enhancers in cooperation with other transcription factors. High, low and null IRF8 expression promotes the differentiation of conventional DC, monocytes and neutrophils, respectively^45^. In the absence of SHP-2- or PD-1-mediated signals, bone marrow myeloid cells had enhanced IRF8 phosphorylation, which is required for IRF8 function^13^. IRF8 expression is fine-tuned at various differentiation stages of the myeloid lineage. Its expression starts at the multipotent progenitor stage, substantially increases in MDP and further increases in CDP and cells differentiating into the DC lineage, whereas it remains relatively low or downregulated in the monocytic lineage^45^. In addition to transcription, IRF8 abundance is regulated by post-transcriptional mechanisms through Notch^56^ and c-Cbl ubiquitin ligase^57^. Future studies are required to determine how IRF8 abundance and function are regulated in the context of cancer and PD-1-SHP-2 signaling.

Our results showed that monocytes isolated from the bone marrow of SHP-2 and PD-1 deficient tumor-bearing mice could transfer antitumor capacity to naïve hosts, a feature previously attributed to the development of trained immunity. Neutrophils might also develop anticancer-protective trained immunity^30^; however, in our system, we found that monocytes but not neutrophils conferred antitumor protection. Of note, IL-1β that drives training of monocyte precursors^31^ was highly increased in SHP-2 and PD-1 deficient TAMs, potentially explaining the preferential development of training in monocytes by blockade of the PD-1-SHP-2 signaling. It is tempting to speculate that the long-lasting effects of PD-1-based immunotherapy in some, but not all, patients might be related to the development of immunotherapy-mediated monocyte differentiation and trained immunity versus generation of immunosuppressive MDSCs and TAMs during cancer-driven emergency myelopoiesis. 

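The raw counts of Il1b in TAMs were 65983, 54372 and 53909 in the Pdcd1f/f libraries and 80248, 80985 and 73718 in the Pdcd1f/fLysMCre libraries. With each library left out in turn its log2 fold change ranged from 0.28 to 0.32 and the adjusted p from edgeR from 0.00479 to 0.0854.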

Future studies will investigate these new directions of central regulation of antitumor responses to cancer immunotherapy in patients.

In conclusion, our results provide multiple levels of evidence that SHP-2 and the PD-1-SHP-2 axis pose a signaling restrain to the differentiation and monocyte/DC lineage in the context of cancer, resulting in a myeloid landscape that compromises antitumor immunity.

## Methods

### Mice

All mice procedures were approved by the Institutional Animal Care and Use Committee at Beth Israel Deaconess Medical Center (Boston MA) and were in accordance with the National Institutes of Health Guidelines for the Care and Use of Animals. An approved active protocol is in place for the investigator (046-2019). The studies are compliant with the maximum tumor size permitted by the committee and tumors were never allowed to ulcerate. Mice with conditional targeting of the *Ptpn11* gene (encoding for Shp-2) were kindly provided by Dr. Gen-Sheng Feng (University of California, San Diego) and have been previously described^58^. Mice with conditional targeting of the *Pdcd1* gene (encoding for PD-1) have been previously described^7^. Mice expressing Cre recombinase under the control of the distal Lck promoter (Strain, 012837) and mice expressing Cre recombinase under the control of the lysozyme (LysM) promoter (Strain, 004781), C57BL/6 mice and OTI-TCR transgenic mice (C57BL/6-Tg(TcraTcrb)1100Mjb/J) were purchased from Jackson Laboratory (Bar Harbor, Maine).

### Tumor cell lines and tumor experiments

B16-F10 melanoma and MC17-51 fibrosarcoma cell lines were purchased from ATCC. B16-F10 cell line was subcloned and subclones with intermediate growth rate were selected for use. Eight to twelve weeks old mice were used for tumor implantation, and B16-F10 melanoma (1 × 10^5^ or 3 × 10^5^ cells per mouse, as described in individual experiments) or MC17-51 fibrosarcoma (4 × 10^4^ or 1 × 10^5^ cells per mouse) were injected subcutaneously in the left flank under isoflurane anesthesia. For adoptive transfer of monocytes or neutrophils into naïve hosts, CD45^+^CD11b^+^Ly6C^hi^Ly6G^−^ monocytes and CD45^+^CD11b^+^Ly6C^−^Ly6G^+^ neutrophils were magnetically collected from the bone marrow of tumor-bearing mice 9 days after implantation of MC17-51 tumors. Further, 0.75 × 10^5^ monocytes or 0.75 × 10^5^ neutrophils were mixed with equal number of MC17-51 cells and were injected subcutaneously in new WT C57BL/6 hosts. Starting from day 9, tumor size was monitored every 2 days by a caliper fitted with a Vernier scale. The tumor volume was calculated by the following formula: tumor volume = 0.5 × width^2^ × length. Mice were killed on days 14–16 after tumor implantation and bone marrows, spleens, tumors and tumor-draining lymph nodes were collected. At termination, tumor weight was also measured. For antibody treatment experiments, 250 μg of either InVivoMAb anti-PD-1 (clone RMPI-14, BioXCELL) or IgG2a control (clone 2A3, BioXCell) diluted in sterile PBS were injected intraperitoneally in a volume of 100 μl per mice on days 9, 11 and 13 after tumor inoculation and the mice were euthanized at day 15. For T cell depletion, mice were injected on day 1 relatively to tumor inoculation, and subsequently every third day with 200 μg of InVivoMAb antimouse CD3ε (clone 145-2C11 f(ab′)2 fragments, Bio X Cell) or hamster IgG f(ab′)2 fragments (BioXCell). For treatment with anti-IL-10 antibody, mice were treated with 250 μg of either InVivoMAb anti-IL-10 (clone JES5-2A5, BioXCell) or rat IgG1 control (clone HRPN, BioXCell) on days 9, 11 and 13 after tumor inoculation.

### Cell purification and processing

Single-cell suspensions were made from spleens, tumor-draining lymph nodes, and tumors as previously described^7^. Briefly, tumors were digested by 1 mg ml^−1^ of Collagenase I in incomplete RPMI and then filtered through 70 μl strainers, while the spleens and the tumor-draining lymph nodes were directly filtered through 70 μl strainers. For flow cytometry studies, 1 × 10^6^ were resuspended in 1X PBS supplemented with 2.5% FBS and plated in 96-well round bottom plates. Surface staining was performed at 4 ºC for 25–30 min with the flow antibodies listed in Supplementary Table 7. For intracellular staining, Foxp3/transcription factor permeabilization/staining Buffer set (Thermo Fischer Scientific) was used according to the manufacturer’s instructions. Intracellular staining was performed at 4 ºC for 35–45 min with flow antibodies listed in Supplementary Table 3. Cells were acquired using Becton Dickinson LSR Fortsessa or Beckman-Coulter Cytoflex flow cytometer and analyzed with FlowJo software.

### Suppression assay

MDSC-mediated suppression was assessed using previously established methodology^7^. Briefly, splenic MDSCs were isolated from the spleens of mice bearing B16-F10 melanoma or MC17-51 fibrosarcoma, by using the EasySep Mouse (CD11b^+^GR1^+^) isolation kit (Stemcell Technologies, 19867), or the MDSC isolation kit (Miltenyi Biotech, 130-094-538) to separate GR1^hi^Ly6G^+^Ly6C^−^ (PMN-MDSC) and GR1^dim^Ly6G^−^Ly6C^+^ (M-MDSC) cells. Serial dilutions of MDSCs (2 × 10^5^, 1 × 10^5^, 0.5 × 10^5^, 0.25 × 10^5^ and 0.125 × 10^5^) were plated in flat bottom 96-well plates with 2 × 10^5^ splenocytes per well isolated from OTI-TCR transgenic mice and 250 ng ml^-1^ of ovalbumin peptide (OVA_257-264_) for 72 h. As a control, OTI splenocytes were incubated with OVA peptide (OVA_257–264_) without MDSC. ^3^H-thymidine was added for the last 16 h of a 72 h culture, and thymidine incorporation was measured by MicroBeta plate counter (Perkin Elmer).

### Cell culture and signaling

For signaling experiments, bone marrow cells from C57BL/6 WT mice or *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice were cultured for 48 h in Iscove’s media supplemented with 10% FBS, 2 mmol l^−1^ glutamine, 100 units per ml penicillin–streptomycin, 10 mM Hepes and 20 μM β-mercaptoethanol, in the presence of GM-CSF (10 ng ml^−1^) and IL-3 (5 ng ml^−1^) (both purchased from Peprotech). Where indicated, a PD-L1 blocking antibody (MIH5) (10 µg ml^−1^) was added to the cultures for the entire period of incubation. For studies of GM-CSF-mediated short-term signaling activation, 48 h after culture as described above, cells were rested for 3 h at 37 °C in RPMI 1640 containing 10 mM HEPES. Cells were then either left unstimulated or resuspended at 10 × 10^6^ cells per ml in prewarmed RPMI 1640 containing 10 mM HEPES and were stimulated with GM-CSF (40 ng ml^−1^). At the indicated time points, the reaction was stopped by adding cold PBS and placement on ice.

### Immunoprecipitation and immunoblotting

To prepare lysates, cells were washed in PBS and lysed as previously described in ref. 34. Briefly, cells were resuspended and lysed in lysis buffer containing 50 mM Tris–HCl, pH 7.4, 150 mM NaCl, 2 mM MgCl_2_, 10% glycerol and 1% NP-40 supplemented with 2 mM sodium orthovanadate, 1 mM sodium fluoride, 1 mM phenylmethylsulfonyl fluoride and protease Inhibitor Cocktail (Thermo Fischer Scientific). Cell lysates were resolved by SDS-PAGE, transferred on nitrocellulose membrane, and analyzed by western blotting with the indicated antibodies. The following antibodies were used for western blotting: SHP-2 (D50F2) 3397T, Cell Signaling Technology; Lyn (H-6) sc-7274 AF790, Santa Cruz Biotechnology; HoxA10 (E-11) sc-271428 AF680, Santa Cruz Biotechnology; ICSBP (IRF8) (E-9) sc-365042 AF680, Santa Cruz Biotechnology; Pdcd-1 (RMP1-30) sc-56200 AF680, Santa Cruz Biotechnology; IL-3/IL-5/GM-CSFRβ (A-3) sc-398246, Santa Cruz Biotechnology; p-Tyr (PY99) sc-7020 AF790, Santa Cruz Biotechnology. The rabbit polyclonal antiphospho-Y248 (ITSM) PD-1 (pPD-1) antibody was developed in our laboratory^34^. For conjugation of pPD-1 Ab, the Li-COR IRDye 800CW protein labeling kit for high molecular weight and microscale reactions (829-08881) was used. Immunoprecipitations were performed with agarose-conjugated antibodies HoxA10 (E-11) sc-271428 AC, Santa Cruz Biotechnology; ICSBP (IRF8) (E-9) sc-365042 AC, Santa Cruz Biotechnology; Pdcd-1 (RMP1-30) sc-56200 AC, Santa Cruz Biotechnology. Briefly, 20 µl of agarose slurry/sample was first washed three times with lysis buffer and then resuspended in 40 µl of buffer. For each IP sample, 40 µl of washed agarose-conjugated Ab were mixed with 500–1000 µg of cell lysates and incubated overnight at 4 ºC with gentle rotation. The agarose slurry was then washed three times with lysis buffer and boiled for 5 min in denaturing sample buffer followed by a quick spin. The supernatant was analyzed by SDS-PAGE, transferred to a nitrocellulose membrane and blotted with the indicated antibodies. Images were visualized, acquired and quantified with Li-COR Odyssey CLx imaging system. The abundance of phosphorylated HOXA10 and IRF8 was normalized to the immunoprecipitated HOXA10 and IRF8, respectively, and was expressed as fold change over the value obtained in *Shp2*^*f/f*^ cells, defined as one. Expression of actin in whole-cell lysates was used as input. The abundance of SHP-2 coprecipitated with PD-1 was normalized to the immunoprecipitated PD-1 and was expressed as a fold change over the value obtained in *Shp2*^*f/f*^ cells, defined as one. Expression of PD-1 in whole-cell lysates was used as input.

### RNA-seq and analysis

For RNA-seq, PMN-MDSCs (GR1^hi^Ly6G^+^Ly6C^−^) were isolated from the spleens of MC17-51 fibrosarcoma bearing and *Shp2*^*f/f*^*LysM*^*Cre*^ and *Shp2*^*f/f*^ mice by magnetic bead isolation. TAMs were isolated from the same mice by cell sorting after using the Live/Dead Fixable Far Read Dead Cell Stain kit (Thermo Fischer Scientific; L34973) to identify live cells, staining with antibodies specific for CD45, CD11b, F4/80 and Ly6G and gating on CD45^+^CD11b^+^F4/80^+^Ly6G^−^ live cells. Total RNA was isolated from the cells using the Qiagen RNeasy Mini Kit (Qiagen, 74104). For each sample, 400 ng of total RNA was then used in Illumina’s TruSeq Stranded mRNA Library kit (20020594) for polyA mRNA isolation and library construction. Libraries were sequenced on Illumina NextSeq 500 as paired-end 42-nt reads (Active Motif). Raw sequencing reads were quality-checked using FastQC (v0.11.5)^59^ and data were preprocessed with Cutadapt (v2.5)^60^ for adapter removal following best practices^61^. Gene expression quantification was performed by aligning against the GRCm38 genome using STAR (v2.7.3a)^62^ and quantifying reads against Ensembl v98 (ref. 63) annotated gene loci with featureCounts (Subread 1.6.2)^64^. Differential gene expression analysis was performed using DESeq2 (v1.24.0)^65^, while ClusterProfiler (v3.12.0)^66^ was used for downstream functional investigations. Plots were generated in R using ggplot2 (v3.3.3)^67^, EnhancedVolcano (v1.8.0)^68^ and ComplexHeatmap (v2.6.2)^69^. Storey’s *q* value was used to control family-wise error rate^70^. Sequencing data have been deposited in the Gene Expression Omnibus database under the accession numbers GSE187394 and GSE206207.

### Metabolite analysis

Phagocytes were differentiated from bone marrow of *Shp2*^*f/f*^ and *Shp2*^*f/f*^*LysM*^*Cre*^ mice by culture in Iscove’s media supplemented with 10% fetal bovine serum, 2 mmol l^−1^ glutamine, 100 units per ml penicillin–streptomycin, 10 mM Hepes and 20 μM beta-mercaptoethanol, in the presence of GM-CSF (40 ng ml^−1^)^71^. Polar metabolites were quantitatively profiled by a positive/negative ion-switching, targeted liquid chromatography–tandem mass spectrometry (LC–MS/MS) based metabolomics platform using a 5500 QTRAP hybrid triple quadruple mass spectrometer (AB/SCIEX) via selected reaction monitoring (SRM) as described previously^72^. Briefly, Lin^neg^ bone marrow cells were cultured with G-CSF and GM-CSF (40 ng ml^−1^ each) for 48 h using triplicate samples for each condition and sample type. After methanol extraction using 80% (vol/vol) methanol (−80 °C) was carried out, pellets were lyophilized using a SpeedVac concentrator using no heat. Twenty microliter of LC–MS grade water was added to resuspend each sample just before LC–MS/MS analysis and 5 μl of sample was injected onto the autosampler of the LC system (Shimadzu) using an amide HILIC column (Waters). Once the SRM data for ~285 metabolites were acquired, peaks were integrated using a software platform for peak area integration MultiQuant 2.1 (AB/SCIEX). Data analysis was performed using online MetaboAnalyst 3.0 software.

### Real-time quantitative PCR

Total RNA extraction was prepared with the RNeasy Mini Kit from Qiagen, Valencia, CA, according to the manufacturer’s instructions, and 50 ng of RNA was subjected to quantitative PCR (qPCR) analysis for the target genes *Clec4n* and *Cxcl3* using AB 7,000 qPCR machine (Applied Biosystems Roche). FAM-conjugated gene-specific primers for target genes and the TaqMan One-Step RT-PCR Master Mix reagents and the VIC-TAMRA-conjugated 18S RNA housekeeping gene control primers were from Applied Biosystems/Roche.

### Statistics and reproducibility

RNA-seq statistical analysis was completed as described above. All other statistical analyses were performed using GraphPad Prism (GraphPad Software v.9.3.0). Values are given as mean ± s.d. as indicated. Numbers of experimental replicates are given in the figure legends. When two groups were compared, significance was determined using an unpaired two-tailed *t*-test. For comparing more than two groups, one-way analysis of variance was applied. *P* < 0.05 are considered as statistically significant (*P < 0.05, **P< 0.01, ***P < 0.001, ****P < 0.0001). No statistical methods were used to predetermine sample sizes, and our sample sizes were similar to those reported in the previous publications^7,16,19^. Mice were assigned randomly to the various experimental groups described. Equal numbers of male and female mice were used in all experiments. Data collection and analysis were not performed blind to the conditions of the experiments. Data distribution was assumed to be normal, but this was not formally tested. No data points were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-022-01385-x.

## Supplementary information

Supplementary Information Supplementary Figs. 1–5.

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Tables 1–7.

## Data Availability

All data generated or analyzed during this study are included in this published article (and its supplementary information files). Sequencing data have been deposited in the Gene Expression Omnibus database under the accession numbers GSE187394 and GSE206207 and are publicly available. Source data are provided with this paper.

## Source data

Source Data Statistical source data Figs. 1–8 and Extended Data Figs. 1–10 combined.
Source Data Fig. 7 Unprocessed western blots.
Source Data Extended Data Fig. 7 Unprocessed western blots.

# Supplementary material for: SHP-2 and PD-1-SHP-2 signaling regulate myeloid cell differentiation and antitumor responses
**Source:** Nat Immunol. 2022 Dec 29;24(1):55–68. doi: 10.1038/s41590-022-01385-x
**Supplement:** Source Data Fig. 7 — Unprocessed western blots.

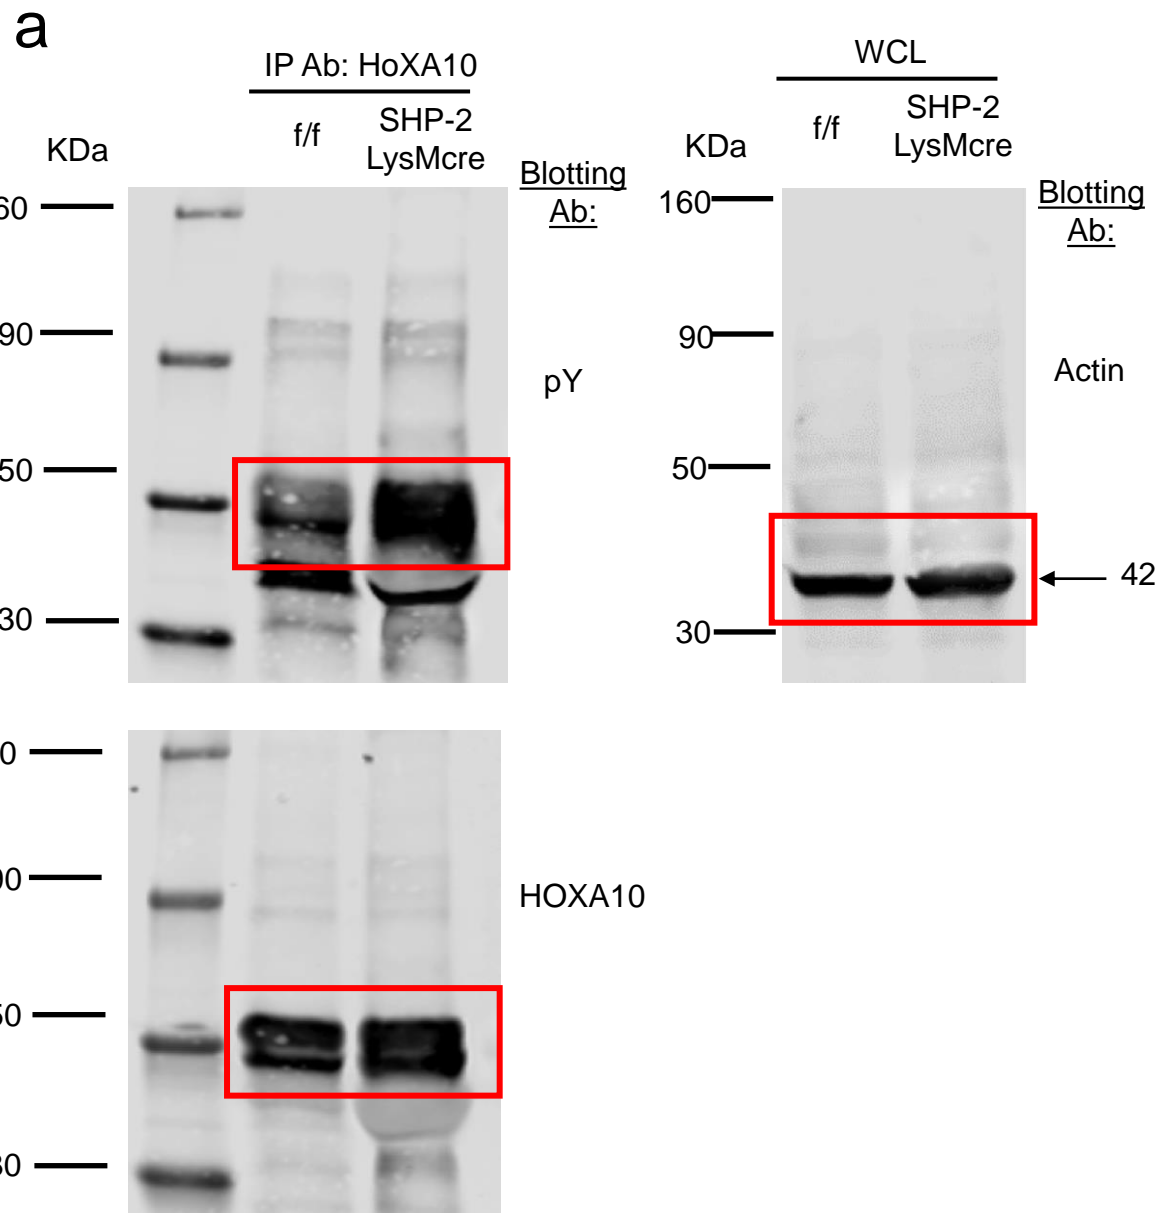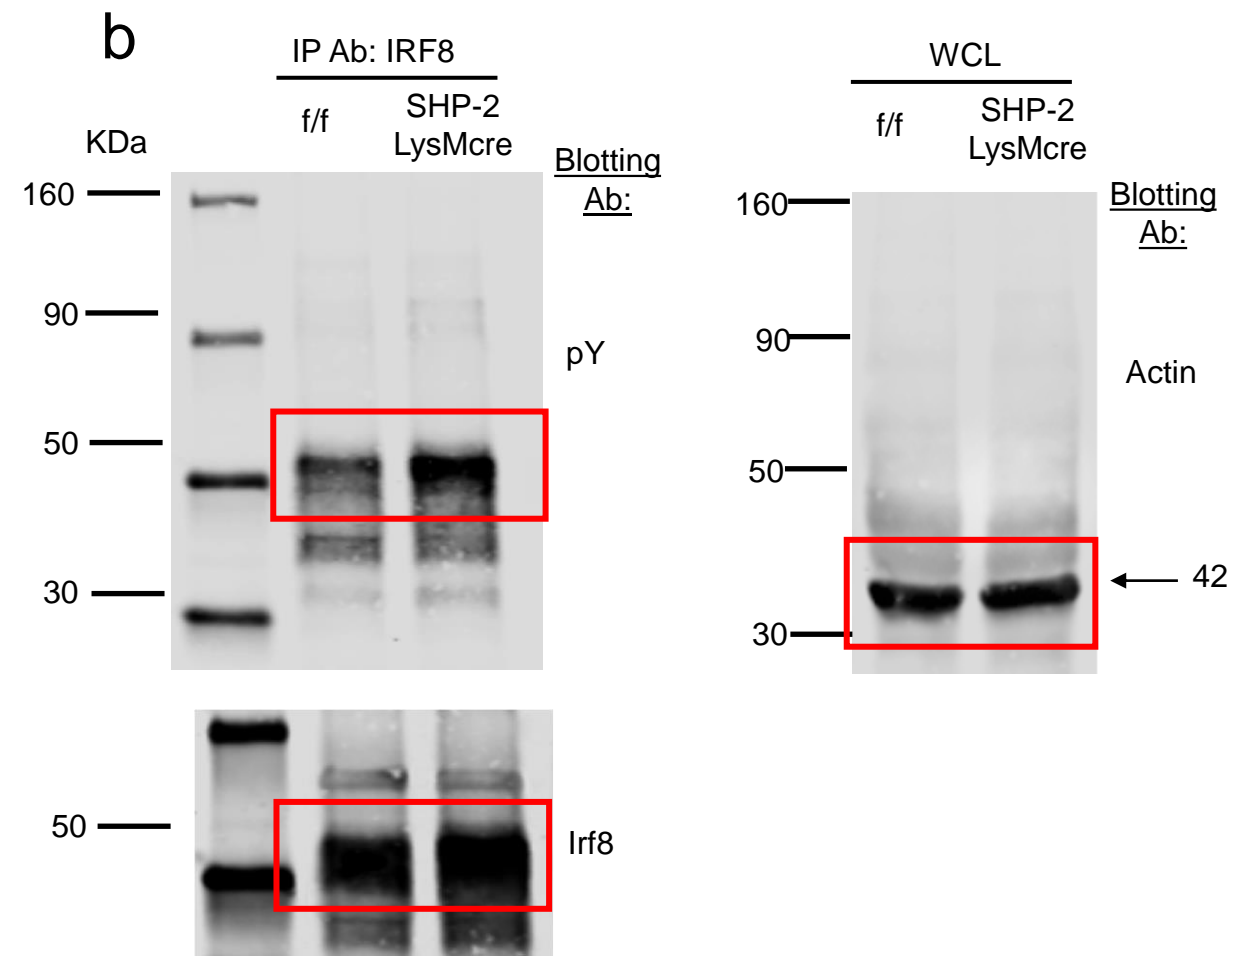

Unprocessed blots Figure 7a

e

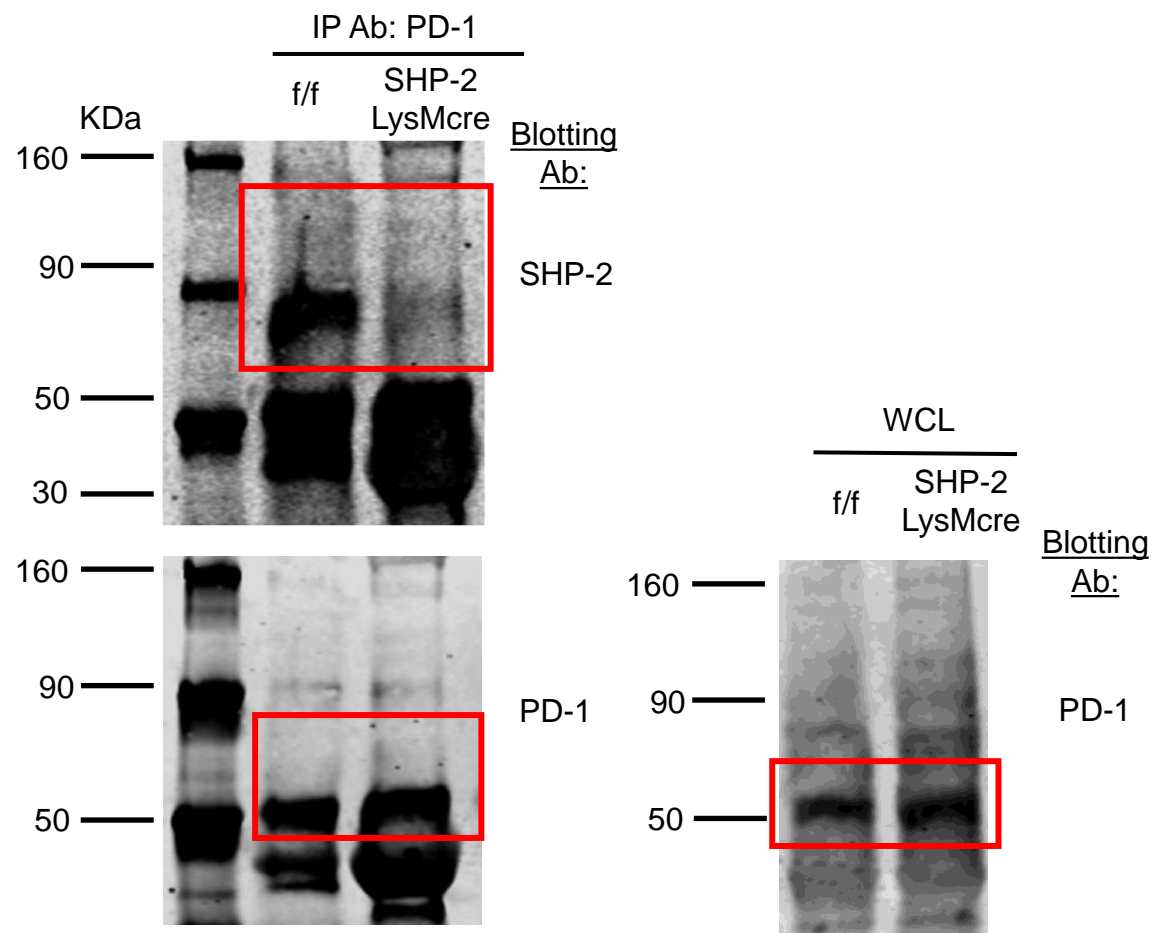

Unprocessed blots 7a

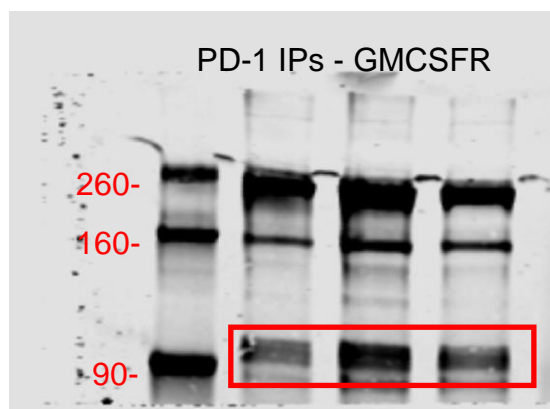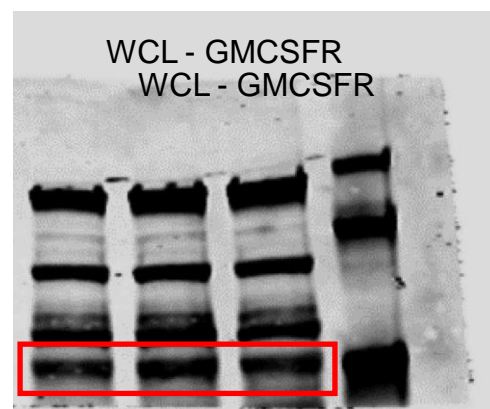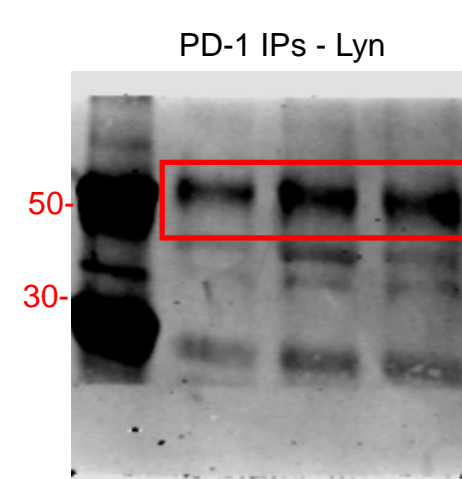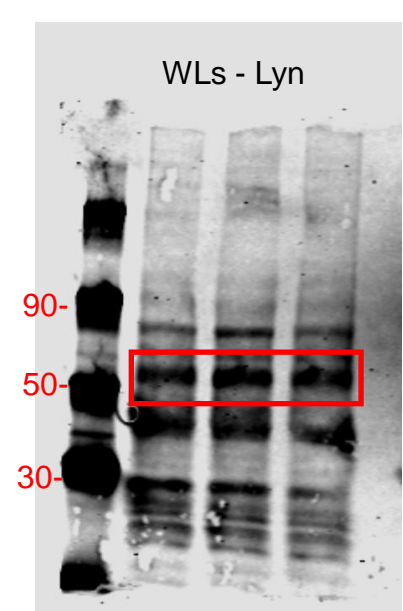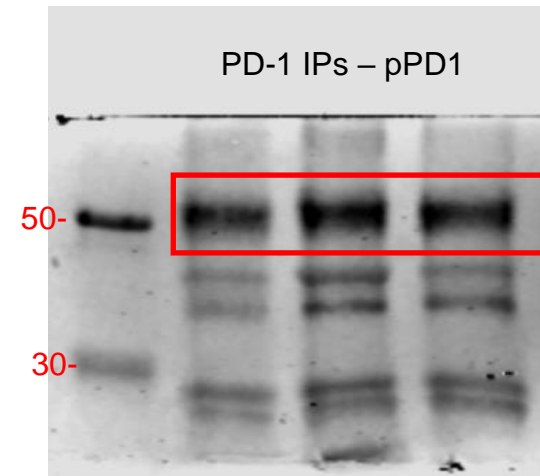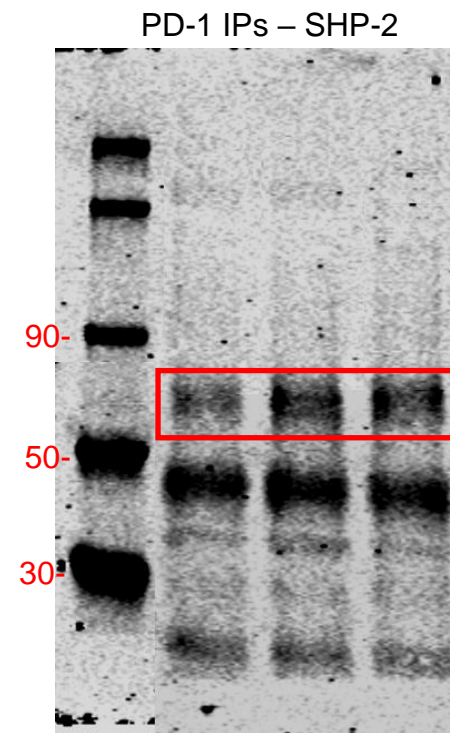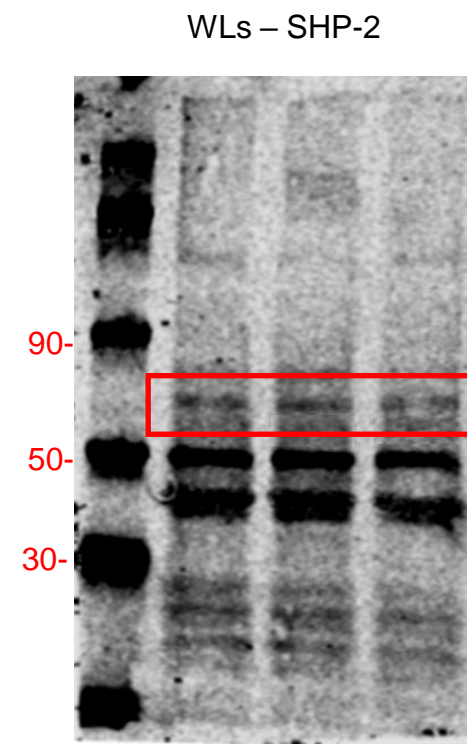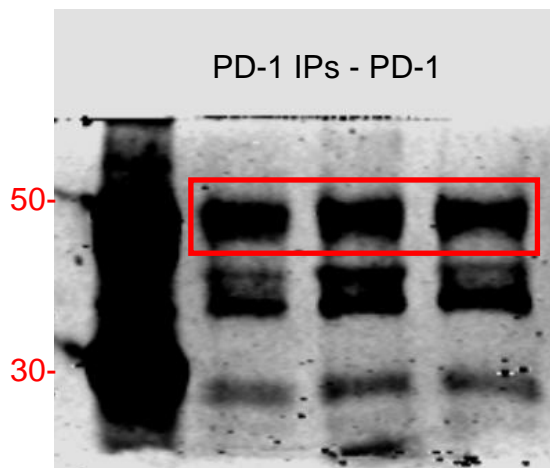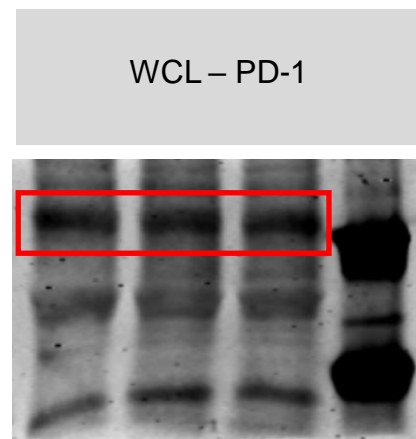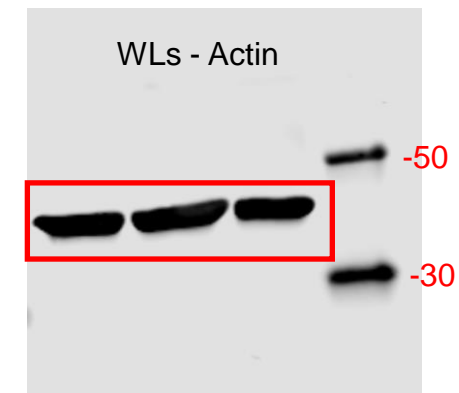

Unprocessed blots Figure 7d (PD-1 IP and WCL)

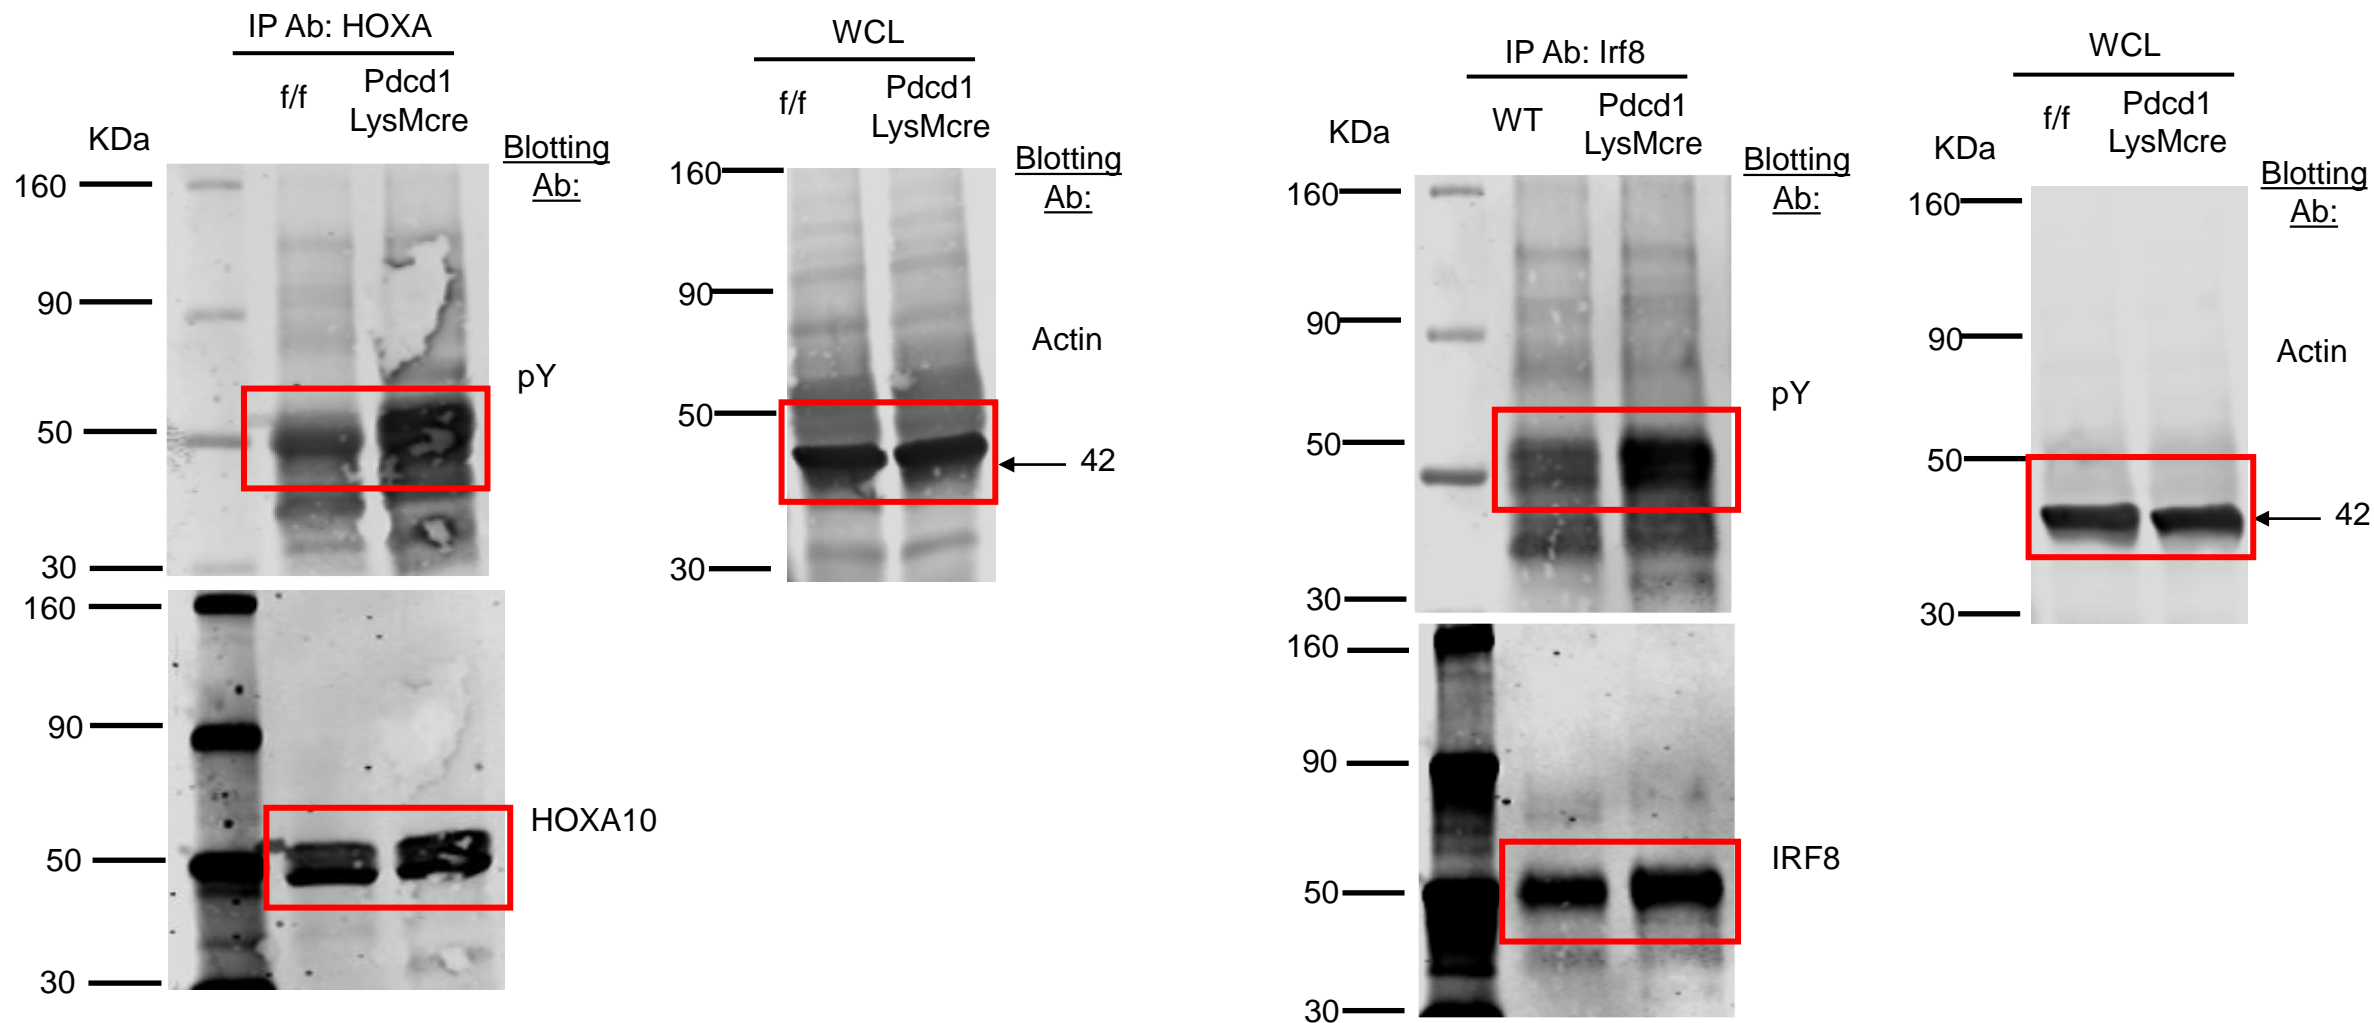

Unprocessed blots Figure 7f

How the deposited data were processed for this re-analysis (not part of the article)

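RNA-seq of TAMs from fibrosarcomas of Pdcd1f/f and Pdcd1f/fLysMCre mice was analysed, with 3 libraries for each genotype. The authors deposited raw counts per Ensembl gene, made by removing adapters with Cutadapt, aligning paired-end reads to GRCm38 with STAR and counting them with featureCounts. Whether reads were counted by strand, and how multi-mapped reads were handled, is not named in the paper's text. The authors also deposited a normalized signal table of 16552 genes. Its values equal the raw counts divided by 1 size factor per library, and the size factors recomputed with DESeq2 over these genes were identical to the printed digits. The filter behind the 16552 genes is not named in the paper's text. A requirement of at least 5 counts in at least 2 libraries of the same genotype gave the same 16552 genes. It was found after the data were seen and after other filters on CPM had not given this number. No column of sample values was left out.

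Genotype and replicate number were taken from the labels. The replicate numbers belong to different mice and do not pair the libraries by any statement of the paper, and they come from the labels alone. Library totals ranged from 41833823 to 51417209 counts, so the expression of a gene with few counts, such as Pdcd1, could be measured only roughly. The main comparison used edgeR (version 4.0.16, R 4.3.3) on the raw counts with filterByExpr (minimum count of 10, minimum total count of 15), TMM normalization, glmQLFit with robust estimation and the two-sided glmQLFTest, followed by Benjamini-Hochberg adjustment over the 14469 genes tested and a threshold of 0.05. Standard errors were derived from the log2 fold change and the F statistic. A gene's normalized counts are the authors' values, with SD over 3 libraries. Exact permutation tests used all splits of the 6 libraries.

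Gene lists of Fig. 8f and Fig. 8h were read from the paper's source data, and the direction of the genes of each term was compared with that of the other listed genes by a two-sided Fisher's exact test with scipy 1.17.1. The enrichment itself was not repeated, because the full membership of the terms and the list of 500 genes were not used here. Marker lists of other cells, fixed before the data were examined, were tested with fry from limma 3.58.1. Genes within 10 Mb of Lyz2 and of Pdcd1 were set against the other autosomal genes with Fisher's exact test. The log2 fold changes were set beside the paper's values for SHP-2-deficient TAMs in the readable part of Supplementary Table 2. Gene symbols, positions, lengths and GC content came from the GENCODE mouse annotation of GRCm38 (release M21), which paired 14454 of the 14469 tested IDs with a symbol.

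Alternatives set before the data were examined were RLE size factors, library size alone, all genes with at least 1 count in any library, at least 10 counts in every library, DESeq2 (version 1.42.0) with Benjamini-Hochberg adjustment or with Storey q-values, limma-trend on log2(value + 1) of the normalized table, the replicate number as a block, offsets from a loess fit per library on GC content and gene length (span 0.5) with and without the block, each library left out, a threshold of 0.01 and a fold change above 1.2. A model of the sex of the libraries was not fitted, since Xist and Y-linked transcripts were counted in every library and their levels separated the genotypes. Alternatives chosen after the data were seen were edgeR and DESeq2 over the 16552 genes of the normalized table, the offsets with Pdcd1f/f replicate 1 left out, the SHP-2 comparison over genes past the threshold without Lyz1 and Lyz2, and the genes near Lyz2 without Lyz1.

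The scripts were tested on simulated counts for the real genes with 200 genes changed by known folds. edgeR recovered 150 of the 200 (75%) among 14250 genes tested, with 8 false calls among 158, and none of the changed genes was called in the wrong direction. DESeq2 with Storey q-values recovered 143 of 200 among 14469 genes. The fry test called a simulated list of 8 changed genes and did not call a list of 8 unchanged genes.

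The genes named in the text were chosen before the data were examined. They are the genes the paper names for TAMs of Pdcd1f/fLysMCre mice in its text and Fig. 8d,e,i,j, Pdcd1, Lyz1, Lyz2, Xist, Ddx3y, Kdm5d, Eif2s3y, Uty, Irf8, Hoxa10 and Ptpn11, and the 5 largest increases and 5 largest decreases past the threshold whose libraries did not overlap between the genotypes. Hoxa10 had between 1 and 5 counts in each library, under the expression filter, and was not tested. Other genes named in the text, such as Ppbp at the SHP-2 comparison and Ap1s3, Mdm1 and Serpinb10 near Pdcd1 and Lyz2, were chosen after their values were seen. The number of IRF8 targets among the upregulated genes and the overlap of pathways between the deletions were not analysed here.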

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

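The tests of the Lyz2 level, of the genes near Lyz2 without Lyz1, of the genes that escape X inactivation and of the genes on the other strand of Ina and Apol7d were chosen after the result was seen, and the others before the data were examined.

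The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which the paper does not discuss, were above the control level in all 3 Pdcd1f/fLysMCre libraries, with log2 fold changes of 1.81, 2.31, 1.505 and 1.79, while Xist was lower by a log2 fold change of −0.99 (adjusted p = 0.00980 from edgeR, with a range from 6.7e-39 to 0.0603 over the alternatives). All 5 genes were counted in every library. If every library mixes cells of both sexes at the same expression per cell, both changes together would put the male share at 14.9% in Pdcd1f/f and 57.2% in Pdcd1f/fLysMCre libraries, a calculation that rests on that assumption alone and is rough, since one share would change the 4 Y-linked genes alike and their changes differed by more than their standard errors. X-linked genes that escape inactivation should then be lower in Pdcd1f/fLysMCre libraries. Of Kdm6a, Kdm5c, Eif2s3x and Ddx3x, 3 of 4 were lower, and as a set they were not past the threshold (fry, p = 0.0814; exact permutation test on the mean of the 4 genes, added after the fry result, p = 0.1, the smallest that 3 against 3 allow; both two-sided), so this test does not decide. A different share of male and female cells may underlie the pattern, and it cannot be told apart from the genotype here. The paper's methods state equal numbers of male and female mice in all experiments and do not name the sex of each library.

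Lyz1, which the paper does not discuss, rose by a log2 fold change of 4.54 in all 3 Pdcd1f/fLysMCre libraries, while Lyz2 fell to 0.197% of the control level. If reads of Lyz2 had moved to its paralog, the gain of Lyz1 would be about as large as the loss of Lyz2, but it was 1.60% of it in normalized counts, so a transfer of all lost reads is excluded and a transfer of a small part is not. One intact copy of Lyz2 beside one Cre copy would leave about 50% of the transcript, and 0.197% remained, so that possibility is not borne out. The contrast of the genotypes therefore holds the near-complete loss of Lyz2 as well as the targeting of Pdcd1. Lyz1 lies next to Lyz2, and sequence of another strain around the Cre insertion was tested over the other tested genes within 10 Mb. Without Lyz1 itself, a choice made after the data were seen, 7 of 84 were past the threshold (odds ratio 1.58, two-sided Fisher's exact test, p = 0.225), and with DESeq2 16 of 71 were (odds ratio 1.99, two-sided Fisher's exact test, p = 0.0199), so a strain difference may or may not reach beyond Lyz1. The paper lists a rise of Lyz1 of similar size, beside a fall of Lyz2, in SHP-2-deficient TAMs, from a LysM-Cre cross in which Pdcd1 was not targeted, so the change of Lyz1 does not need the deletion of Pdcd1. A direct effect of the insertion on its neighbour and a strain difference cannot be told apart.

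Gm4779, Ina and Apol7d were counted above the control level in all 3 Pdcd1f/fLysMCre libraries, at least 3.63-fold, 4.17-fold and 4.53-fold higher, with between 10 and 20 counts there and at most 3 counts in each control library. Reads of the overlapping gene on the other strand would raise Ina with Nt5c2 and Apol7d with Fn1. Nt5c2 had a log2 fold change of −0.0345 and Fn1 of 0.21, both far from a doubling, so the rises of Ina and Apol7d are not explained by a rise of the overlapping genes. The offsets for GC content and gene length left all 3 genes past the threshold (adjusted p = 0.00176, 0.00309 and 0.00884 from edgeR), with a range over the alternatives from 0.00112 to 0.0632 for Gm4779, from 0.00233 to 0.0873 for Ina and from 0.00884 to 0.116 for Apol7d. With so few counts and the difference in sex-linked transcripts between the genotypes, no biological explanation can be separated from the technical ones.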

How the results depend on the processing

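The alternatives were set before the data were examined, apart from those named here as chosen after seeing the data.

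The numbers of genes past the threshold (786, of which 350 higher and 436 lower) moved by less than 1.5 times with RLE size factors, library size alone, at least 10 counts in every library and limma-trend on the normalized table. They were 1951 (884 higher, 1067 lower) over all genes with at least 1 count in any library, 1599 (757, 842) with DESeq2 and Benjamini-Hochberg adjustment, 1950 (937, 1013) with DESeq2 and Storey q-values, 2507 (1166, 1341) with GC content and gene length offsets, 283 (109, 174) at an adjusted p under 0.01 and 193 (63, 130) for a fold change above 1.2, where the share of higher genes was 32.6% against 44.5%. Of the 786 genes, 780 were also called over all genes with at least 1 count, 772 and 786 with DESeq2 and 770 with the offsets. Over the 6 fits that each left out 1 library, they ranged from 222 to 3181 in all, from 82 to 1478 higher and from 139 to 1703 lower. The cause of these shifts was not tested, except for Pdcd1f/f replicate 1. Alternatives chosen after seeing the data gave 1568 (742, 826) and 1766 (846, 920) with DESeq2 and Benjamini-Hochberg adjustment or Storey q-values over the 16552 genes of the normalized table, 763 with edgeR over these genes, and 3273 (1500, 1773) with the offsets and Pdcd1f/f replicate 1 left out.

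With the replicate number as a block, 1027 genes (460 higher, 567 lower) were past the threshold, and 2567 (1192, 1375) with the block and the offsets. Deviations of same-numbered libraries, which are different mice, had a mean correlation of 0.0629 across genes, so the numbers do not pair them. Under the block 2 of the 8 marker lists were past the threshold, against 5 without it.

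The marker lists past the threshold numbered 1 to 4 over the fits that left out a library. For 0 of the 55 terms of Fig. 8f did the direction of the listed genes pass the adjusted threshold under any alternative run for it. The odds ratio of genes past the threshold near Lyz2 was 2.55 within 5 Mb (Fisher's exact test, two-sided, p = 0.0413) and 2.11 with DESeq2 (p = 0.0118), both past 0.05, and 1.27 within 20 Mb. These counts include Lyz1. Without it, chosen after seeing the data, the odds ratio was 2.12 within 5 Mb (two-sided exact test, p = 0.104), no longer past 0.05, and 1.99 with DESeq2 (p = 0.0199). Near Pdcd1 it was 1.87 within 20 Mb (the same exact test, p = 0.0191), past 0.05, 1.04 within 5 Mb and 1.63 with DESeq2. The rank correlation with the SHP-2 values stayed past the threshold without Lyz1 and Lyz2, was −0.10 over the genes past the threshold alone, and was −0.469 when Lyz1 and Lyz2 were left out of these (chosen after seeing the data). The cause of the shifts near Lyz2 and Pdcd1 was not tested.

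Of 76 named genes tested, 5 changed sign under any alternative, none of them among the 47 the paper names with a direction. Maff was at 0.0316 with the offsets, at 0.0315 with the offsets and the block, and at 0.0403 when Pdcd1f/f replicate 1 was also left out. Zeb2 was at −0.0176, −0.0177 and −0.0313 and Ptpn11 at 0.0185, 0.0183 and 0.00743 under the same fits. Over the fits that left out a library, Nr4a1 ranged from −0.0198 to 0.18, Ptpn11 from −0.0284 to 0.0141 and Pdcd1 from −0.58 to 0.0154. The NK cell list had medians from −0.16 to 0.56 and the T cell list from −0.13 to 0.51. Of the 47 genes, 22 and 20 were no longer past the threshold without Pdcd1f/f replicate 2 and Pdcd1f/fLysMCre replicate 1, and 13 more were past it without Pdcd1f/f replicate 1. A covariate for sex could not be fitted, and the few counts of Pdcd1 leave a partial fall open.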

Differences from the paper's values

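The paper's numbers of differentially expressed genes are 1766, of which 846 upregulated and 920 downregulated, against 786, 350 and 436 from edgeR's quasi-likelihood test here. Of the alternatives set before the data were examined, all 3 numbers fell within 1.5 times the paper's over all genes with at least 1 count in any library (1951, 884 and 1067), with DESeq2 and Benjamini-Hochberg adjustment (1599, 757 and 842), with DESeq2 and Storey q-values (1950, 937 and 1013), with GC content and gene length offsets (2507, 1166 and 1341) and with these offsets and the replicate block (2567, 1192 and 1375). They did not with RLE size factors, library size alone, at least 10 counts in every library, limma-trend on the normalized table, the replicate block, an adjusted p under 0.01, a fold change above 1.2 or any library left out. DESeq2 with Storey q-values over the 16552 genes of the authors' normalized table gave 1766, 846 and 920, the paper's numbers, and with Benjamini-Hochberg adjustment over these genes it gave 1568, 742 and 826. Both were chosen after seeing the values. The paper's methods name DESeq2 and Storey's q value. edgeR over the same genes, with 763, 326 and 437, and the offsets with Pdcd1f/f replicate 1 left out, with 3273, 1500 and 1773, both also chosen after seeing the values, stayed outside.

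The paper calls Klf7, Clec4d, Egr2, Cd86, Il23a, Pdp1, Hmgcs1, Rsad2, Rap1a, Apbb1ip, Tmx4, Vcan, Cebpe, Irak3 and Diaph3 increased, and these 15 genes were higher here with adjusted p-values from 0.0513 to 0.0887 from edgeR, not past the threshold. All 15 had a q-value under 0.05 with DESeq2 and Storey q-values, over the genes tested here and over the 16552 genes, the latter chosen after seeing the values, where the highest was 0.0484. Of the 15, 14 were past the threshold with DESeq2 and Benjamini-Hochberg adjustment (all but Il23a), 13 over all genes with at least 1 count in any library (all but Hmgcs1 and Irak3), 13 without Pdcd1f/f replicate 1 (all but Il23a and Cebpe), 12 with GC content and gene length offsets, with and without the replicate block (all but Pdp1, Hmgcs1 and Rap1a), 4 with the replicate block (Klf7, Apbb1ip, Vcan and Diaph3) and 3 with at least 10 counts in every library (Il23a, Rap1a and Cebpe). Among the settings chosen after seeing the values, 13 were past it with DESeq2 and Benjamini-Hochberg adjustment over the 16552 genes and 9 with the offsets and Pdcd1f/f replicate 1 left out. None of the 15 was past it with RLE size factors, library size alone, limma-trend, edgeR over the 16552 genes or any of the other 5 libraries left out. Rock1 and Cd274, which Fig. 8d marks, had adjusted p-values of 0.116 and 0.0531 from edgeR, with ranges over the alternatives from 0.00292 to 0.353 and from 0.00911 to 0.262. Both were past the threshold with DESeq2 and Storey q-values over either gene set and without Pdcd1f/f replicate 1, Cd274 also with DESeq2 and Benjamini-Hochberg adjustment over either gene set and with at least 10 counts in every library, and Rock1 also over all genes with at least 1 count in any library and under each fit with the offsets.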

Other observations

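The tests of depth, of the genes near Lyz2 without Lyz1, of the GC content of Pdcd1f/f replicate 1 and of the size of the changes with GC content and gene length offsets were chosen after the result was seen, and the other tests in this part before the data were examined.

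The number of 786 genes past the threshold was set against other splits of the 6 libraries. Of the 4 splits that, like the real one, part all 3 same-numbered pairs, 1 gave as many genes, the real split itself, and the other 3 gave 0. The other 6 of the 10 splits part only 1 same-numbered pair and also gave 0. With 3 libraries against 3 the share of splits cannot fall under 0.1, so a chance division of the libraries cannot be excluded by this count. The unadjusted p-value was under 0.05 for 3504 of 14469 genes in the real split.

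Several technical explanations of the differences between the genotypes were tested. The library totals overlapped, with 2 of the 9 pairs of libraries having more counts in the control, so depth does not separate the genotypes. The log2 fold change followed GC content across genes (Spearman rho −0.364) and gene length less (rho 0.101), and offsets for both brought these to 0.00967 and −0.0355. With the offsets 770 of the 786 genes stayed past the threshold, but so many more genes passed it that this number alone shows little. Their log2 fold changes had a median of 0.916 times the value without offsets, fell under 0.5 times for 10 genes and reversed for 0, so GC content and gene length do not account for most of the size of these changes. That median pools increases and decreases. Most of the increases the paper names became smaller with the offsets, such as that of Hif1a from 0.27 to 0.13. The Y-linked genes that were tested were past the threshold in 4 of 8 cases, against 763 of 13971 autosomal genes (odds ratio 17.3, two-sided Fisher's exact test, p = 5.3e-04), while X-linked genes other than Xist were past it less often than autosomal genes, in 15 of 460 cases (odds ratio 0.584, two-sided Fisher's exact test, p = 0.0451). The 4 Y-linked genes are Ddx3y, Eif2s3y, Kdm5d and Uty, so the Y-linked odds ratio repeats the rise given above for them. A different sex of the cells may still contribute. That X-linked genes other than Xist showed no excess does not count against it, since it predicts a change only for those that escape inactivation. For autosomal genes the part of sex, if any, could not be separated from the genotype, because the Y-linked and Xist levels of the genotypes did not overlap.

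Sequence of another strain near the targeted genes was tested by position. Of 85 tested genes within 10 Mb of Lyz2, 8, with Lyz1 among them, were past the threshold (9.41% against 5.43% elsewhere, odds ratio 1.81), and of 102 within 10 Mb of Pdcd1, 9 were (8.82% against 5.44%, odds ratio 1.68, two-sided Fisher's exact test, p = 0.127). Neither passed the threshold at 10 Mb. Other windows and DESeq2 gave p-values on both sides of it, near Lyz2 also without Lyz1, so flanking sequence cannot be excluded. Some genes that the paper discusses or marks lie on the same chromosome arms. Wdfy1 and Serpinb2 lie 14.3 and 13.5 Mb from Pdcd1, and Irak3 lies 2.86 Mb from Lyz2. Among genes chosen after their values were seen, Ap1s3, next to Wdfy1, rose by 0.60, Mdm1, 0.859 Mb from Lyz2, by 0.75, and Serpinb10, which overlaps Serpinb2, by 1.53 on the log2 scale.

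RNA of other cells was tested with marker lists. The B cell list was lower in Pdcd1f/fLysMCre TAMs, with 3 of its 8 genes tested, a median log2 fold change of −0.51 and 3 of 3 genes lower (fry, two-sided, adjusted p over the 8 lists 0.00642). This was the smallest adjusted p among the tumor, T, B and NK cell lists, and RNA of B cells may have differed in a small amount, since the median expression of the list was 2.00 log2 CPM. The fibrosarcoma and fibroblast list had an adjusted p of 0.0701, the T cell list 0.269 and the NK cell list 0.743. Of the lists of myeloid and other cells, the one of resident-like macrophages was lower in 7 of 7 genes (adjusted p = 7.5e-04) and the dendritic cell list higher in 6 of 6 genes (adjusted p = 0.0198). The neutrophil and endothelial lists were lower (adjusted p = 0.0439 and 0.0147) with medians of −0.05 and −0.01 on the log2 scale. In them 3 of 6 and 1 of 3 genes were higher. With the replicate block the adjusted p from fry was 0.0276 for the resident-like and endothelial lists. It was 0.0726 for the B cell, 0.0975 for the dendritic cell and 0.123 for the neutrophil list. Without Pdcd1f/fLysMCre replicate 3 only the resident-like list was past the threshold (0.00829 from fry), and the B cell, dendritic cell and endothelial lists were at 0.0792. Since the resident-like list holds genes of macrophages themselves, a different mixture of macrophages and a change within them cannot be told apart.

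Leaving out Pdcd1f/f replicate 1 raised the number of genes past the threshold 4.05-fold, to 3181. The deviations of that library followed GC content with a rho of −0.758 across genes. With offsets for GC content and gene length, leaving it out raised the number 1.31-fold, from 2507 to 3273. The larger spread that this library adds may therefore come in part from GC content. Against this, Pdcd1f/fLysMCre replicate 2 had a similar rho of −0.693, but leaving it out lowered the number of genes past the threshold to 370.

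The paper's supplementary values for SHP-2 deletion carry differences in sex-linked transcripts as well, which are the paper's and were not tested here. In spleen MDSCs the paper lists Xist at 1.07 and 1.05 in controls and 4823 and 4227 after SHP-2 deletion, and in TAMs it lists Eif2s3y with a log2 fold change of −1.51, the opposite sign to that in Pdcd1f/fLysMCre TAMs. Lyz1 and Lyz2 changed in SHP-2-deficient TAMs by the paper's values of 4.44 and −7.49. Ptpn11, which encodes SHP-2, had a log2 fold change of −0.00 in Pdcd1f/fLysMCre TAMs (standard error 0.06, adjusted p = 0.994 from edgeR) and −1.21 in the paper's SHP-2-deficient TAMs.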
